# Single Cell RNAseq Analysis of Cytokine-Treated Human Islets: Association of Cellular Stress with Impaired Cytokine Responsiveness

**DOI:** 10.1093/function/zqae015

**Published:** 2024-03-27

**Authors:** Jennifer S Stancill, Moujtaba Y Kasmani, Weiguo Cui, John A Corbett

**Keywords:** beta-cells, cytokines, inflammation, islets, pancreas, single-cell RNA-seq

## Abstract

Pancreatic β-cells are essential for survival, being the only cell type capable of insulin secretion. While they are believed to be vulnerable to damage by inflammatory cytokines such as interleukin-1 beta (IL-1β) and interferon-gamma, we have recently identified physiological roles for cytokine signaling in rodent β-cells that include the stimulation of antiviral and antimicrobial gene expression and the inhibition of viral replication. In this study, we examine cytokine-stimulated changes in gene expression in human islets using single-cell RNA sequencing. Surprisingly, the global responses of human islets to cytokine exposure were remarkably blunted compared to our previous observations in the mouse. The small population of human islet cells that were cytokine responsive exhibited increased expression of IL-1β-stimulated antiviral guanylate-binding proteins, just like in the mouse. Most human islet cells were not responsive to cytokines, and this lack of responsiveness was associated with high expression of genes encoding ribosomal proteins. We further correlated the expression levels of *RPL5* with stress response genes, and when expressed at high levels, *RPL5* is predictive of failure to respond to cytokines in all endocrine cells. We postulate that donor causes of death and isolation methodologies may contribute to stress of the islet preparation. Our findings indicate that activation of stress responses in human islets limits cytokine-stimulated gene expression, and we urge caution in the evaluation of studies that have examined cytokine-stimulated gene expression in human islets without evaluation of stress-related gene expression.

## Introduction

Pancreatic β-cells, responsible for synthesis and secretion of insulin in response to a glucose challenge, reside in the islets of Langerhans and are essential for survival of the organism as the only cell type capable of producing this hormone. In the absence of pancreatic β-cells, which occurs during autoimmune-mediated destruction, type 1 diabetes ensues. While the killing of these cells is primarily mediated by T-cell-dependent mechanisms,^1–3^ inflammatory cytokines like interleukin-1 beta (IL-1β) and interferon-gamma (IFN-γ) produced by macrophages and T-lymphocytes^4^,^5^ are believed to contribute to β-cell damage and disease development. Islets are highly vascularized and receive a disproportionately large amount of blood flow, a feature that is crucial for proper blood glucose control but also facilitates exposure of β-cells to circulating cytokines produced during a viral or bacterial infection.^6^,^7^ It has long been known that these cytokines stimulate β-cells to express inducible nitric oxide synthase (iNOS), and the resulting production of micromolar levels of nitric oxide inhibit mitochondrial oxidation (aconitase activity and electron transport) and insulin secretion. Nitric oxide also causes ER stress and activation of the unfolded protein response, induces DNA damage, and can cause cell death following prolonged exposure.^8–13^

Although these effects of cytokines have been viewed as damaging to β-cells, our recent studies suggest that there are physiological roles for cytokine signaling in the endocrine islet that are aimed at protecting the β-cells from environmental threats. Interleukin-1 beta stimulates expression of a subset of antiviral and antimicrobial genes in β-cells and other islet endocrine cell types in a nitric oxide-independent manner.^14^,^15^ Nitric oxide, by inhibiting mitochondrial oxidation, attenuates viral replication in a β-cell-selective manner, and nitric oxide is a potent inhibitor of insulinoma cell apoptosis.^16^,^17^ Importantly the inhibition of mitochondrial oxidation and insulin secretion are completely reversible, and β-cells have efficient mechanisms to repair damaged DNA; it is only prolonged incubations with IL-1β (greater than 36 h in vitro) that lead to irreversible damage.^18–21^ Together, these previous studies performed in rodent and human islets support a physiological model in which IL-1β signals to islet endocrine cells to increase the expression of protective, anti-pathogen factors.

Early studies identified a role of nitric oxide as a mediator of the inhibitory actions of cytokines on insulin secretion by human islets^12^,^22^; however, this effect has been challenged by studies that suggest that the response of human islets to cytokines differs from the response of rodent islets.^23–25^ For example, it has been suggested that, while cytokines stimulate nitric oxide production in human islets, the inhibition of insulin secretion by cytokines is independent of nitric oxide.^23^,^25^ In fact, most recent studies do not examine whether human or rodent islets produce nitric oxide in response to cytokines or if the observed responses are nitric oxide dependent.^26–28^ Observed differences between rodent and human islets are not limited to cytokine signaling.^29^ Of note, it has also been reported that human islets express higher levels of heat shock proteins than rodent islets.^30^,^31^ Because of these reported differences, it is critical to determine if IL-1β promotes protective responses in human β-cells.

In this study, we aimed to determine, by single-cell RNA sequencing (scRNA-seq), the effects of cytokines on gene expression in human islets. Specifically, we focused on identifying the early responses following a short 6-h exposure and nitric oxide-dependent responses following a longer 18-h exposure. This approach also allowed us to characterize the heterogeneity of human islet cell types with respect to their cytokine response. Over 45,000 cells were analyzed from 3 independent, non-diabetic human islet preparations exposed to IL-1β and IFN-γ with or without the nitric oxide synthase inhibitor N^G^-monomethyl-l-arginine (NMMA) for 6 or 18 h. In comparison to our previous analyses of mouse islet cells exposed to similar cytokine treatments,^14^,^15^ human β-cells demonstrated markedly blunted responses to cytokine stimulation, both in terms of the percentage of “responsive” cells and in terms of the percentage of differentially expressed genes. This blunted response was also observed in human α-, δ-, and PP-cells. We did identify a small subset of *NOS2*^+^ β-cells with similar cytokine-stimulated gene expression changes to those previously observed in the mouse, suggesting that the same signaling events likely occur in both species. The *NOS2*^−^ β-cells had higher expression of genes encoding several ribosomal proteins and heat shock proteins compared to the *NOS2*^+^ cells. One of these ribosomal protein-encoding genes, *RPL5*, was positively correlated with indicators of cellular stress and was negatively correlated with cytokine-stimulated genes. Importantly, high expression of *RPL5* predicted failure to respond to cytokines. This negative association between cytokine responsiveness and ribosomal protein expression was observed not only in β-cells but also in endocrine non-β-cells and non-endocrine cells. Our results dovetail with previous reports that cell stress, either by heat shock or induction of ER stress, inhibits cytokine signaling in rodent and human islets.^32–35^ Taken together, our results suggest that there are no major species differences in the response of islet cells to cytokines and that the major differences are in the induction of a stress response. Therefore, caution should be used when interpreting results of studies using isolated human islets that do not assess stress-related genes, as stress is a well-defined repressor of cytokine signaling and may impact multiple metabolic and signaling events.

## Materials and Methods

### Materials and Islets

Cadaveric human islets from 3 non-diabetic donors were obtained from Prodo Laboratories (Aliso Viejo, CA). Donor information is provided in Figure 1A. Connaught Medical Research Laboratories (CMRL) 1066 medium, Hank’s Balanced Salt Solution (HBSS), HEPES, sodium pyruvate, ι-glutamine, penicillin, and streptomycin were purchased from Thermo Fisher Scientific (Waltham, MA). Fetal bovine serum (FBS) is from HyClone (Logan, UT). Human recombinant IL-1β and IFN-γ were obtained from PeproTech (Rocky Hill, NJ). N^G^-Monomethyl-l-arginine is from Enzo Life Sciences (Farmingdale, NY).

**Figure 1.**
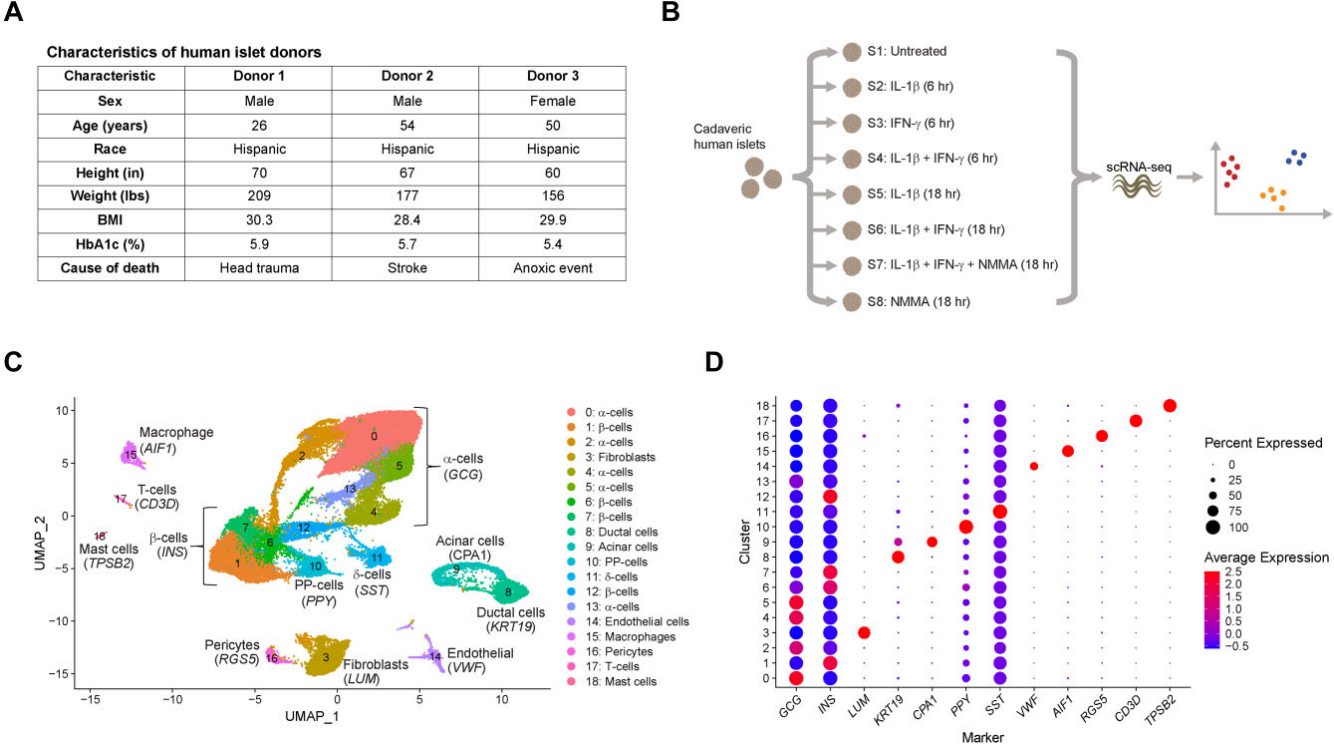
scRNA-sequencing of human islet following cytokine exposure. (A) Characteristics of human islet donors. (B) Schematic of experimental design. (C) Uniform manifold approximation and projection plot showing clusters of cells from all 3 scRNA-seq experimental replicates. Cell identity is shown to the right of the plot and was assigned based on enrichment for the genes indicated. (D) Dot plot indicating expression levels of and percentage of cells expressing marker genes in each of the 19 clusters.

### Islet Isolation, Culture, and Treatment

Pancreatic islets were cultured for 2–5 d after receipt at 37°C and 5% CO_2_ in CMRL supplemented with 10% heat-inactivated FBS and containing 5.5 mM glucose as previously described.^36^ Intact islets were left untreated or were treated with following cytokines: IL-1β, IFN-γ, or IL-1β + IFN-γ for 6 or 18 h. We also examined the effects of the NOS inhibitor NMMA on islets treated for 18 h with or without IL-1β + IFN-γ. Human recombinant IL-1β was used at a concentration of 50 U/mL, human recombinant IFN-γ at a concentration of 500 U/mL, and NMMA at a concentration of 2 mM. Independent scRNAseq experiments were performed using human islets from 3 different donors.

### Single-Cell RNA-Sequencing of Human Islets

Following treatment with cytokines, islets were incubated in 0.48 mM EDTA in phosphate-buffered saline and then agitated in 1 mg/mL trypsin in Ca^2+^/Mg^2+^-free HBSS to disperse into single cells. Cells were filtered and resuspended in CMRL media before being loaded into the Chromium Controller (10x Genomics). A wetting failure occurred during the generation of gel beads in emulsion (GEMs) of sample 5 (18 h IL-1β treatment) from the first experimental replicate. For this reason, this sample was excluded from further analyses. scRNA-seq libraries were prepared using the Chromium Single Cell 3′ v3 Reagent Kit (10x Genomics) for replicate 1 and the Chromium Next GEM Single Cell 3′ v3.1 Reagent Kit (10x Genomics) for replicates 2 and 3 according to the manufacturer’s protocol. Libraries were sequenced using the NextSeq 500/550 High Output Kit v2.5 flow cell (150 cycles, Illumina) according to the 10x Genomics protocol. Samples were sequenced to a depth that returned approximately 30,000 reads per cell on average. CellRanger (10x Genomics) functions “mkfastq” and “count” were used to demultiplex the sequencing data and generate gene-barcode matrices (10x Genomics). Reads were aligned to human reference genome assembly hg38. All scRNA-seq analysis was performed in R (version 4.3.1) using the package Seurat (version 4.0.0).^37^ Number of genes detected per cell and percent of mitochondrial genes were plotted, and outlier cells were removed [number of genes fewer than 200 or greater than 3500 (replicate 1) or 5500 (replicates 2 and 3) or percent mitochondrial genes over 10% (replicate 1) or 15% (replicates 2 and 3)] to filter out doublets and cells with low read quality, leaving 47,121 of the original 70,236 cells. 

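The deposited matrices hold 70236 cell barcodes in 23 libraries, and the filter as stated left 47102 of them (67.1%). In replicate 1, where the upper limits were 3500 genes and 10% mitochondrial UMIs, 59.1% of 32782 barcodes passed. In replicates 2 and 3, where the limits were 5500 genes and 15%, 73.5% of 22744 and 75.0% of 14710 barcodes passed. With the limits of replicates 2 and 3 applied to all 3 replicates, 55573 barcodes would pass, all of the added ones from replicate 1.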

Cell cycle genes were regressed. Seurat function “SCTransform” was used to integrate samples from all 3 experimental replicates into 1 dataset to reduce batch effects.^38^ Principal component analysis was performed, and the top 50 principal components were used for Uniform Manifold Approximation and Projection (UMAP) analysis, with clustering performed using the Louvain algorithm. All samples were normalized using Seurat’s default normalization settings.

### Mouse Islet Scrna-Seq Datasets

Our previously published single-cell RNA-sequencing datasets using mouse islets exposed to cytokines for 6 or 18 h were used for comparison to human islets. Data can be found under GEO accession numbers GSE156175 and GSE183010.^14^,^15^

### Functional Annotation Clustering Analysis

Lists of differentially expressed genes were inputted into the web interface of Database for Annotation, Visualization, and Integrated Discovery^39^ and were analyzed for enriched gene categories using the default settings. Similar annotations are grouped into “functional annotation clusters” and given an enrichment score defined as the geometric mean in −log scale of the *P*-values of the annotations in the functional annotation cluster. A higher enrichment score reflects lower *P*-values in the group and is more likely to be biologically meaningful.

### Statistical Analysis

For differential expression analyses, *P*-values were calculated using the Wilcoxon test, and Bonferroni correction was used to avoid false positives. An average log_2_ (fold change) of 0.25 and adjusted *P*-value of 0.05 were the threshold used to declare significance. Fisher’s exact test was used to compare percentages of genes changed by cytokine treatment in human islet cells to mouse islet cells. Linear regression analyses were performed using the ordinary least squares method in R using only cells with positive expression values of the genes being compared.

## Results

### Single-Cell RNA-Sequencing of Human Islets Following Cytokine Exposure

To understand the heterogenous effects of inflammatory cytokines on gene expression in the individual cell types found in human islets, we performed single-cell RNA-sequencing (scRNA-seq) using islets isolated from 3 non-diabetic cadaveric donors (Figure 1A) following treatment with inflammatory cytokines for either 6 or 18 h. Islets were untreated; treated for 6 h with IL-1β, IFN-γ, or IL-1β + IFN-γ; or treated for 18 h with IL-1β, IL-1β + IFN-γ, IL-1β + IFN-γ + NMMA, or NMMA alone (Figure 1B). Islets from each donor were treated with all conditions for a total of 3 independent scRNA-seq replicates. 

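Islets of 3 donors were used, 1 preparation per donor, and each preparation was divided over the 8 conditions, so that the replicate is the donor. IL-1β was given at 50 U/mL and IFN-γ at 500 U/mL. NMMA, an inhibitor of nitric oxide synthases, was given at 2 mM. Each sample was dispersed to single cells and sequenced as a droplet library that captures the 3′ ends of polyadenylated RNA and tags each molecule with a unique molecular identifier (UMI). There were 3 libraries per condition except for 18 h of IL-1β, which had 2 because the droplets of replicate 1 failed, which gives 23 libraries. Replicate 1 was made with another version of the library kit than replicates 2 and 3, so donor, kit and the stricter cell filter of replicate 1 go together.

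The authors deposited the UMI counts of CellRanger, aligned to hg38, without normalization. The total per library ran from 14843756 to 68876083 UMIs, with a median of 37633079. The lowest, median and highest totals were 14843756, 38760675 and 56764653 in untreated islets. At 6 h they were 23626962, 40651205 and 55615614 with IL-1β, 24934420, 48659281 and 53131454 with IFN-γ, and 22985108, 34305794 and 53847835 with both cytokines. At 18 h they were 32114306, 37633079 and 68876083 with both cytokines, 24438244, 30607356 and 56964423 with both cytokines and NMMA, and 34511810, 41425029 and 52903984 with NMMA. The 2 libraries of 18 h of IL-1β had 28585724 and 35694578. After the paper's cell filter, 492 to 4349 cells were left per library, and the median UMI count per cell of a library ran from 6007 to 16163.

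Cells are not replicates of a treatment, so the UMI counts of the cells of 1 class were summed in each library, and the sums were compared between libraries with the quasi-likelihood test of edgeR, with TMM normalization and Benjamini-Hochberg adjustment. Genes with an adjusted p below 0.05 were counted as changed. The paper tested cells with the Wilcoxon test, Bonferroni correction and a minimum average log2 fold change of 0.25. Expression is given as CPM, the UMIs of a gene scaled to a common total of UMIs of the class in each library (mean ± SD over libraries). Intervals for shares of cells are exact binomial 95% confidence intervals, which cover counting error only. No cell annotation was used from the authors, so cells were clustered anew, which can move shares and counts relative to the paper.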

The combination of IL-1β + IFN-γ was chosen because this is the minimal cytokine combination necessary to stimulate iNOS expression and nitric oxide production in human islets.^12^,^40^ Cells from all samples and all 3 donors were combined into 1 dataset and were visualized using UMAP. 

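Cells that passed the paper's filter were clustered separately in each replicate, so that kit and donor could not set the clusters. Clustering used 2000 variable genes, 30 principal components, 20 neighbours and a resolution of 1. The 77 ribosomal protein genes and the 1269 genes of Tables S2 and S3 that are in the files were left out of the variable genes, together with heat shock and mitochondrial genes and with the marker genes of cell types kept, 1336 genes in all, to limit the part of the cytokine response and of ribosomal protein expression in the clusters. This gave 72 clusters over the 3 replicates. Clusters were named from marker genes listed before the data were examined. Cells of clusters that met no name, 2570 of 47102, were left out of all classes. At a resolution of 2 there were 101 clusters, and 95.2% of cells kept their class. As in the paper, doublets were limited only by the upper bound on genes per cell. A score from simulated doublets, was computed per library in the manner of Scrublet. The cells with the highest scores were marked at an assumed rate of 0.8% per 1000 barcodes, which came to 2.83% of the cells, and results without them were taken as an alternative.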

After quality control, we were left with 47,121 cells that were grouped unbiasedly into 19 clusters based on similarity of gene expression (Figure 1C and Table S1). Cells from each donor contributed to every cluster, and cells from each treatment contributed to every cluster (Figure S1). 

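In the clusters built here, every library held cells of the 3 classes used below. The fewest cells of a class in a library were 61 β-like, 144 endocrine non-β-like and 160 non-endocrine cells. PP-like clusters were found only in replicate 2, with 1744 cells. The 19 clusters of Table S1 were not rebuilt.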

We assigned endocrine cell identities (β-, α-, δ-, and PP-cells) based on enrichment of genes encoding the primary islet hormones (insulin, glucagon, somatostatin, and pancreatic polypeptide, respectively) (Figure 1D). α-cells (*GCG*) comprised 50% (23,354 cells) of our dataset, β-cells (*INS*) 23% (10,616 cells), PP-cells (*PPY*) 4% (1,681 cells), and δ-cells (*SST*) 3% (1,616 cells). 

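α-like cells made up 43.2% of the cells (20352 cells, 95% confidence interval 42.8 to 43.7%), and 32.7 to 51.6% across the 3 replicates. β-like cells made up 21.4% (10100 cells, 21.1 to 21.8%), and 12.7 to 29.8% across replicates. With the filter limits of the other replicates also applied to replicate 1, 15198 of 55573 cells were β-like, against 10100 of 47102. The added cells all came from replicate 1. The β-like share, and the β-like cells of replicate 1 that were kept, therefore depended on its stricter filter. δ-like cells made up 4.45% (2095 cells, 4.26 to 4.64%) and PP-like cells 3.70% (3.53 to 3.88%). The spread between replicates, an SD of 9.43 points for α-like and 8.59 points for β-like cells (n = 3), was wider than these counting intervals. When each cell was classed by its own markers instead of by its cluster, α-like cells made up 33.4% and PP-like cells 8.48%. *INS* UMIs were found in 100% of α-like cells after 18 h of IL-1β + IFN-γ with or without NMMA, so a hormone UMI alone did not mark a cell type, and classes rest on relative levels.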

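Clusters with a non-endocrine name held 10211 cells, or 21.7% (95% confidence interval 21.3 to 22.1%), and 13.6 to 37.9% of the cells of a replicate. From marker lists that included the genes in parentheses, they were named as 3469 fibroblast-like (*LUM*), 1865 acinar-like (*CPA1*), 1704 ductal-like (*KRT19*), 878 endothelial-like (*VWF*), 836 macrophage-like (*AIF1*), 624 pericyte-like (*RGS5*), 393 T cell-like (*CD3D*), 314 mast cell-like (*TPSB2*) and 128 Schwann cell-like cells. The 2570 cells of clusters without a name are not among them and had a median of 1007 UMIs, against 12589 in β-like cells.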

Using characteristic gene expression, we also identified the cell types of the non-endocrine clusters, which made up the remaining 20% of our dataset: fibroblasts (*LUM*), ductal cells (*KRT19*), acinar cells (*CPA1*), endothelial cells (*VWF*), macrophages (*AIF1*), pericytes (*RGS5*), T-cells (*CD3D*), and mast cells (*TPSB2*) (Figure 1C and D).

### Human β-Cells Have a Blunted Cytokine Response Compared to Mouse β-Cells

To determine how cytokine exposure alters human β-cell gene expression, we computationally isolated Clusters 1, 6, 7, and 12 from the total dataset (Figure 1C). Because stimulation of iNOS mRNA (*NOS2*) is a well-characterized response of β-cells to IL-1β + IFN-γ exposure,^12^ we used expression of this gene as a metric to assess the responsiveness of the human β-cell population to cytokines. 

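*NOS2* (ENSG00000007171, chromosome 17, 27756766 to 27800529, minus strand) in hg38 encodes iNOS. In β-like cells, no *NOS2* UMI was counted in any of the 3 untreated libraries, in the 3 libraries with IL-1β or the 3 with IFN-γ for 6 h, or in the 2 with IL-1β for 18 h. None of 563 untreated β-like cells held a UMI, which allows up to 0.533% of cells with one at this depth and does not limit the share of cells that express the gene. With IL-1β + IFN-γ, *NOS2* stood at 2.45 ± 3.11 CPM (SD, n = 3, with a UMI in 2 of 3 libraries) at 6 h and 9.40 ± 5.18 CPM at 18 h. Against a floor of 3 counts over the untreated libraries together, this is at least 6.87-fold and at least 24.1-fold higher. The change at 18 h passed the test (edgeR adjusted p = 0.022), and that at 6 h did not (edgeR adjusted p = 0.17). With the donor as a block, the change at 6 h passed (edgeR adjusted p = 0.016), and over the alternatives in which *NOS2* was tested its adjusted p was 0.013 to 0.57. With NMMA added at 18 h, *NOS2* stood at 13.4 ± 9.17 CPM.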

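Over all conditions, 146 of 10100 β-like cells, or 1.45%, held at least 1 *NOS2* UMI (95% confidence interval 1.22 to 1.70%). The share was 0.706 to 2.68% in the 3 replicates. All but 3 of these cells came from libraries with IL-1β + IFN-γ, where the mean share per library was 1.41% ± 1.73 (SD, n = 3) at 6 h, 4.43% ± 2.66 at 18 h and 4.70% ± 2.96 at 18 h with NMMA. The others were treated with NMMA alone. In the 2694 β-like cells treated with IL-1β + IFN-γ for 18 h, with or without NMMA, the share was 4.16% at a median of 13534 UMIs per cell. In 177 endothelial-like cells of the same libraries it was 0.565% at a median of 6439 UMIs. With every cell thinned to 2000 UMIs, which left out 930 β-like cells below that depth, the share over all conditions was 0.502%, so the value depends on depth.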

Surprisingly, only 1.6% (168/10,616) of the total human β-cell population expressed detectable levels of *NOS2* (Figure 2A). This percentage is much lower than we observed in our previous single-cell RNA-sequencing studies using mouse islets.^14^,^15^ In those studies, 29% (2,948/10,265) of the whole β-cell population expressed *Nos2* (Figure 2B) despite similar cytokine exposure conditions *in vitro*. This blunted response of the human β-cells was not limited to *NOS2*. 

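Genes other than *NOS2* responded in β-like cells at higher levels. *IRF1* (ENSG00000125347, chromosome 5, 132440440 to 132508719, minus strand) rose from 16.7 ± 3.59 CPM in untreated libraries (SD, n = 3) to 385 ± 97.1 CPM with IFN-γ for 6 h, a log2 fold change of 4.56 (standard error 0.30, edgeR adjusted p = 1.5e-08), and to 641 ± 67.0 CPM with both cytokines for 6 h. *SOD2*, whose identifier in the files has no entry in the annotation used for positions, rose from 156 ± 155 to 1026 ± 233 CPM with IL-1β for 6 h, a log2 fold change of 2.75 (standard error 0.54, edgeR adjusted p = 0.0098). IFN-γ alone did not change *SOD2* detectably, with a log2 fold change of -0.26 (standard error 0.51, edgeR adjusted p = 1.00). *ICAM1* (ENSG00000090339, chromosome 19, 10271093 to 10286615, plus strand) rose from 5.97 ± 6.44 to 84.0 ± 30.0 CPM with IL-1β for 6 h and to 303 ± 59.6 CPM with both cytokines, a log2 fold change of 6.27 (standard error 0.65, edgeR adjusted p = 2.2e-06). Each of these changes went the same way in 3 of 3 replicates, except *SOD2* with IFN-γ (2 of 3).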

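Among further genes of the cytokine response in β-like cells, *CXCL10* (ENSG00000169245, chromosome 4, 76021118 to 76023497, minus strand) stood at 14.2 ± 23.7 CPM in untreated libraries, a spread set by that of replicate 2, and at 1606 ± 992 CPM with IL-1β + IFN-γ for 6 h, a log2 fold change of 6.60 (standard error 1.41, edgeR adjusted p = 0.0059). With 1 cytokine alone at 6 h, the log2 fold change was -1.41 with a standard error of 1.28 (edgeR adjusted p = 0.95) for IL-1β and -0.33 with a standard error of 1.19 (edgeR adjusted p = 1.00) for IFN-γ. Both values rest on replicate 2, without which they were 4.86 and 5.00 and did not pass either, so a rise with 1 cytokine alone is neither shown nor excluded. *GBP2* (ENSG00000162645, chromosome 1, 89106132 to 89150456, minus strand) rose from 0.656 ± 0.66 to 26.5 ± 11.7 CPM at 6 h and 90.3 ± 27.7 CPM at 18 h with both cytokines, a log2 fold change of 6.75 (standard error 0.86, edgeR adjusted p = 2.2e-05) at 18 h. *GBP5* (ENSG00000154451, chromosome 1, 89256189 to 89272860, minus strand) had no count in untreated β-like cells and 23.2 ± 14.3 CPM at 18 h, at least 56.2-fold higher than a floor of 3 counts (edgeR adjusted p = 9.5e-05). With IL-1β alone for 18 h, no *GBP5* UMI was counted. *DEFB1*, with 3 counts in the untreated β-like sums, was too low to compare in these cells.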

Visualization of the expression level and the percentage of cells expressing other selected cytokine-stimulated genes shows a markedly blunted response in human β-cells compared to mouse β-cells (Figure 2C and D).

**Figure 2.**
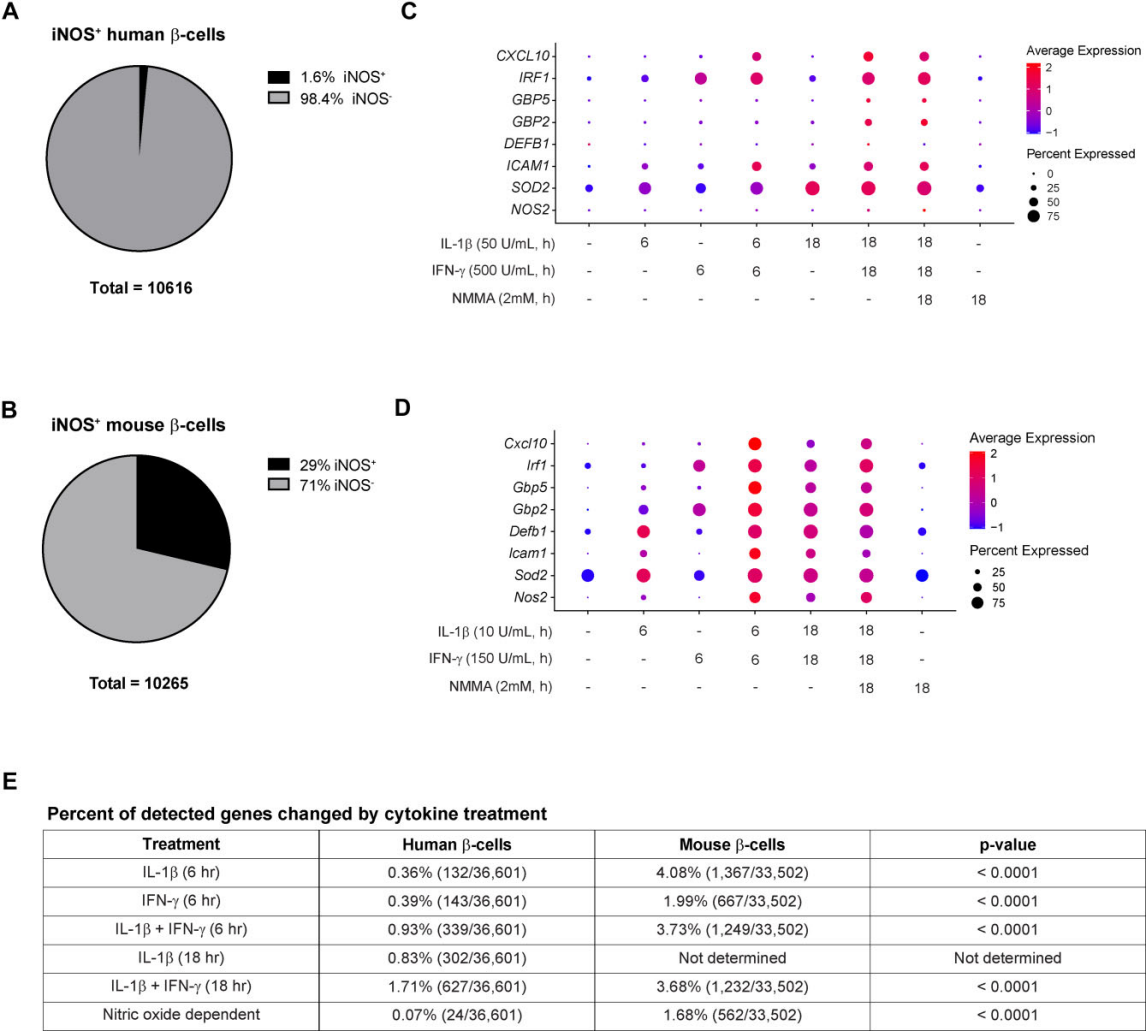
Human β-cells have a blunted cytokine response compared to mouse β-cells. (A and B) Pie chart showing the percentage of human (A) or mouse (B) β-cells from all samples that express iNOS mRNA. (C and D) Dot plots depicting the expression levels of and percentage of human (C) or mouse (D) β-cells expressing selected genes in response to each of the cytokine treatments. (E) Table summarizing the percent of detected genes that were significantly changed by each cytokine treatment or genes that were significantly changed in a nitric oxide-dependent manner in human and mouse β-cells. *P*-value determined by Fisher’s exact test. Mouse data are from our previously published studies.^14^,^15^

As an unbiased approach to determine genes significantly changed in response to each cytokine treatment (compared to the untreated sample), we performed differential expression analysis of the human β-cell population (Table S2). 

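The test on summed counts covered 13658 genes in β-like cells, each with enough counts in the libraries of a condition by the edgeR rule for low counts. RNA carried between droplets was not removed from the sums of a class, here or below. All 23 libraries entered 1 fit, so that the conditions share 1 estimate of the spread. The common coefficient of variation between β-like libraries of a condition was 25.4%, and 10.0% with the donor as a block. Simulated counts were drawn from these libraries for IL-1β + IFN-γ at 18 h, with 13487 genes tested. The test called 2.0% of genes changed by 0.5 on the log2 scale, 24.5% of those changed by 1, 68.0% by 2 and 86.0% by 3. Most simulated changes of 1 or less were thus not counted. The draws were independent, so unlike the real libraries they shared no donor effect between conditions.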

Relative to untreated controls, following a 6-h treatment, a total of 132 genes (0.36% of the detected genes) were significantly changed in response to IL-1β, 143 (0.39%) in response to IFN-γ, and 339 (0.93%) in response IL-1β + IFN-γ (Figure 2E). 

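At 6 h, 173 of 13658 genes changed in β-like cells with IL-1β (161 higher and 12 lower than untreated), 192 with IFN-γ (184 higher and 8 lower) and 749 with both (590 higher and 159 lower), by edgeR at an adjusted p below 0.05. As a ratio, these counts moved most with replicate 2 left out, which left 13, 45 and 261 genes. Without replicate 3 there were 82, 92 and 336. With IL-1β, the largest changes that went the same way in all 3 replicates included *LIF*, at 50.6 ± 17.0 CPM against 0.0722 ± 0.125 CPM untreated (edgeR adjusted p = 2.3e-05), *CXCL3*, at 60.4 ± 39.2 against 0.48 ± 0.57 CPM (edgeR adjusted p = 2.2e-05), and *CCL20*, a log2 fold change of 7.68 (standard error 1.44, edgeR adjusted p = 0.007). *LIF* and *CXCL3* had 1 and 2 counts in the untreated sums, so no fold is given. *EXOC3L4* and *RASGRP3* had none and were at least 6.58-fold and 6.77-fold higher than a floor of 3 counts. With IFN-γ they were *IFIT3*, a log2 fold change of 6.34 (standard error 0.62, edgeR adjusted p = 3.9e-06), *BATF2*, at 26.2 ± 5.72 against 0.552 ± 0.486 CPM (edgeR adjusted p = 1.3e-09), *HAPLN3* (at least 12.6-fold higher), *OASL* (at least 10.1-fold) and *RASGRP3* (at least 5.61-fold). With both cytokines they were *HAPLN3* (at least 43.4-fold higher), *CX3CL1* (at least 32.7-fold), *ICAM4* (at least 27.9-fold), *BCL2A1* (at least 15.6-fold) and *LIF*.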

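After 18 h of IL-1β + IFN-γ, 1144 genes changed in β-like cells relative to untreated (816 higher and 328 lower), the largest count of the 5 cytokine treatments in these cells. After 18 h of IL-1β alone, with 2 libraries, 85 genes changed (79 higher and 6 lower). These libraries came from replicates 2 and 3, while the untreated group also held replicate 1. Donor and kit are therefore not balanced in this comparison, and the main fit does not correct for them. Without replicate 2, which leaves 1 library of IL-1β at 18 h, 328 and 0 genes changed, and in that fit the lone library was taken to vary like the others (edgeR, 870 genes at an unadjusted p below 0.05 with IL-1β). Without replicate 3 the counts were 586 and 35, and without replicate 1 the count for IL-1β was 52. The largest changes with both cytokines were *SAA1* (at least 147-fold higher than a floor of 3 counts), *CCL8* (at least 110.3-fold), *CCL5* (at least 108-fold), *CX3CL1* (at least 100.2-fold) and *HAPLN3* (at least 84.9-fold), none of which had a count in untreated β-like cells. With IL-1β alone they included *CXCL1*, at 173 ± 58.6 CPM (SD, n = 2) against 1.79 ± 0.373 CPM, a log2 fold change of 6.69 (standard error 0.73, edgeR adjusted p = 7.7e-05), *CXCL6*, a log2 fold change of 7.25 (standard error 1.14, edgeR adjusted p = 0.002), *CCL20*, a log2 fold change of 7.55 (standard error 1.48, edgeR adjusted p = 0.016), *LIF*, at 54.9 ± 37.1 CPM, and *EXOC3L4* (at least 21.1-fold). For none of these genes was RNA carried over from other cell types of the library excluded. *INS* UMIs, as a measure of such RNA, were found in 100% of fibroblast-like cells after 18 h of IL-1β + IFN-γ with or without NMMA.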

Relative to untreated controls, following an 18-h treatment, a total of 302 (0.83%) genes were changed in response to IL-1β and 627 (1.71%) in response to IL-1β + IFN-γ (Figure 2E). 

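IL-1β + IFN-γ for 18 h was compared with IL-1β + IFN-γ + NMMA for 18 h, 3 libraries against 3, to find genes that depend on nitric oxide. In β-like cells, 0 of 13658 genes passed an adjusted p of 0.05 by edgeR or by DESeq2. By edgeR, 276 genes had an unadjusted p below 0.05. With the donor as a block, 4 genes changed and 1309 had an unadjusted p below 0.05. *SOD2* was 3326 ± 912 CPM without and 2687 ± 472 CPM with NMMA, with a log2 fold change of 0.31 (standard error 0.50, edgeR adjusted p = 1.00), and *CXCL10* was 2355 ± 1147 and 1649 ± 522 CPM, a log2 fold change of 0.51 (standard error 1.09, edgeR adjusted p = 1.00). *SOD2* was higher without NMMA in 3 of 3 donors and *CXCL10* in 2 of 3, and neither passed the test.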

By performing a similar differential expression analysis, but this time comparing genes changed in response to 18-h IL-1β + IFN-γ to those changed in response to 18-h IL-1β + IFN-γ + NMMA, we determined that the expression of only 24 genes (0.07% of the detected genes) was significantly changed by nitric oxide (Figure 2E). These numbers are significantly lower than we might expect based on the number of genes changed by each cytokine treatment in mouse β-cells (Figure 2E). Together, these observations suggest that human β-cells have a blunted gene expression response to cytokines compared to mouse β-cells.

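Because the same donors were used in all conditions, the counts of β-like cells were also taken with the donor as a block. With this block, 740 genes changed with IL-1β, 639 with IFN-γ and 2001 with both for 6 h, and 580 with IL-1β and 3076 with both for 18 h. The share of these that were higher was 71.5%, 76.4%, 63.2%, 70.9% and 58.0%, against 93.1%, 95.8%, 78.8%, 92.9% and 71.3% without the block. The paper proposes from the low share of cells with *NOS2* and the low numbers of changed genes that the response of human β-cells is blunted relative to mouse β-cells. The mouse data of Figure 2 were not analysed here.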

### Cytokine Responsiveness is Also Blunted in Human Islet Endocrine Non-β-Cell Types

We demonstrated that, in the mouse, endocrine non-β-cells (α-, δ-, and PP-cells) respond to cytokine stimulation in a manner that is nearly identical to β-cells.^14^,^15^ To test the hypothesis that human endocrine non-β-cells also respond to cytokines, we first determined the percentage of this population that expresses *NOS2* mRNA as a metric for “cytokine responsiveness.” To do this, we first isolated clusters 0, 2, 4, 5, 10, 11, and 13. Similar to our human β-cell population, only 1% (220/26,651) of the entire endocrine non-β-cell population expressed *NOS2* (Figure 3A). This is in stark contrast to our mouse studies, in which 20% (619/2,487) of the endocrine non-β-cells expressed *Nos2* (Figure 3B). Also like the human β-cells, the blunted response of the human endocrine non-β-cells extended beyond *NOS2* expression, with other expected cytokine-stimulated genes being blunted when compared to expression in mouse non-β endocrine cells (Figure 3C and D). 

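In the endocrine non-β-like class (α-like, δ-like, PP-like and epsilon-like cells), 233 of 24221 cells held a *NOS2* UMI, or 0.962% (95% confidence interval 0.843 to 1.09%), and 0.259 to 1.68% in the 3 replicates. None of 2025 untreated cells had one, which allows up to 0.148% of cells with a UMI at this depth. With IL-1β + IFN-γ the mean share per library was 0.887% ± 0.635 (SD, n = 3) at 6 h, 3.86% ± 3.32 at 18 h and 3.70% ± 2.48 at 18 h with NMMA. After 18 h of IL-1β + IFN-γ with or without NMMA, 1.67% of 5315 α-like cells (1.35 to 2.06%), 6.88% of 596 δ-like cells (4.98 to 9.22%) and 13.2% of 562 PP-like cells (10.5 to 16.2%) held a *NOS2* UMI, at median depths of 9740, 10014 and 10026 UMIs. The PP-like cells all came from replicate 2, where the share in α-like cells was 1.72%. *NOS2* stood at 9.60 ± 7.28 CPM at 18 h of both cytokines and at 0 in the untreated sums, at least 73.7-fold higher (edgeR adjusted p = 0.00089).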

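In endocrine non-β-like cells, *IRF1* rose from 30.9 ± 4.58 CPM (SD, n = 3) in untreated libraries to 498 ± 46.8 CPM with IFN-γ for 6 h, a log2 fold change of 4.02 (standard error 0.25, edgeR adjusted p = 1.8e-08). *SOD2* rose from 194 ± 197 to 2406 ± 1129 CPM with IL-1β for 6 h, a log2 fold change of 3.64 (standard error 0.69, edgeR adjusted p = 0.0034), and *ICAM1* from 10.4 ± 11.1 to 288 ± 121 CPM, a log2 fold change of 5.02 (standard error 0.69, edgeR adjusted p = 0.00022). *GBP2* rose from 6.65 ± 3.67 to 39.8 ± 20.5 CPM with IL-1β alone, a log2 fold change of 2.73 (standard error 0.50, edgeR adjusted p = 0.0027), and to 456 ± 94.9 CPM with both cytokines for 18 h. *GBP5*, with 3 counts in the untreated sums, stood at 51.8 ± 22.9 CPM against 0.297 ± 0.395 CPM (edgeR adjusted p = 2.7e-05). *CXCL10* rose from 0.115 ± 0.199 to 1710.4 ± 838 CPM with both cytokines for 6 h, a log2 fold change of 12.91 (standard error 1.30, edgeR adjusted p = 2.3e-06). The untreated level was low, with an SD above its mean, so the size of this change is uncertain. Unlike in β-like cells, *CXCL10* also passed the test with IL-1β alone at 6 h (17.6 ± 10.3 CPM, edgeR adjusted p = 0.0044). The difference between the classes in this IL-1β response was tested over all genes, and 0 genes passed by edgeR, with 727 genes at an unadjusted p below 0.05. DESeq2 called 10. *DEFB1* had few counts and did not change detectably with both cytokines for 18 h, with a log2 fold change of 0.55 with a standard error of 1.11 (edgeR adjusted p = 0.81).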

We again performed differential expression analysis to determine the number of genes significantly different in each cytokine-treated population of endocrine non-β-cells compared to the untreated population (Table S3). In total, 88 genes (0.24% of the detected genes) were significantly changed after a 6-h treatment with IL-1β, 57 (0.16%) with IFN-γ, and 156 (0.43%) with IL-1β + IFN-γ. 

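At 6 h, 830 of 15527 genes changed in endocrine non-β-like cells with IL-1β (630 higher and 200 lower), 195 with IFN-γ (191 higher and 4 lower) and 1400 with both (993 higher and 407 lower), by edgeR at an adjusted p below 0.05. Without replicate 2 these counts were 40, 49 and 226, and without replicate 3 they were 281, 55 and 548. *ICAM4* was at least 46.0-fold higher with IL-1β and at least 101-fold higher with both cytokines than a floor of 3 counts in the untreated sums. *CXCL8* reached 1907 ± 672 CPM with IL-1β from 10.2 ± 8.13 CPM, a log2 fold change of 7.71 (standard error 0.96, edgeR adjusted p = 7.7e-05). *LIF*, *CCL8* and *GPR37L1* were the other genes with the largest changes that IL-1β made in all 3 replicates. With IFN-γ the largest changes were *XAF1* (at least 53.5-fold), *GIMAP2* (at least 21.6-fold), *CXCL10*, a log2 fold change of 6.99 (standard error 1.22, edgeR adjusted p = 0.0032), *GBP4*, a log2 fold change of 5.70 (standard error 0.84, edgeR adjusted p = 0.00056), and *GBP1*, a log2 fold change of 5.69 (standard error 0.53, edgeR adjusted p = 2.3e-06). The size for *CXCL10* is uncertain, as its untreated level was low, with an SD above its mean. With both cytokines *CXCL11* stood at 223 ± 151 against 0.192 ± 0.162 CPM (edgeR adjusted p = 0.00014) and *CXCL9* at 51.1 ± 41.3 against 0.162 ± 0.191 CPM (edgeR adjusted p = 0.00095).

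**Figure D1:**
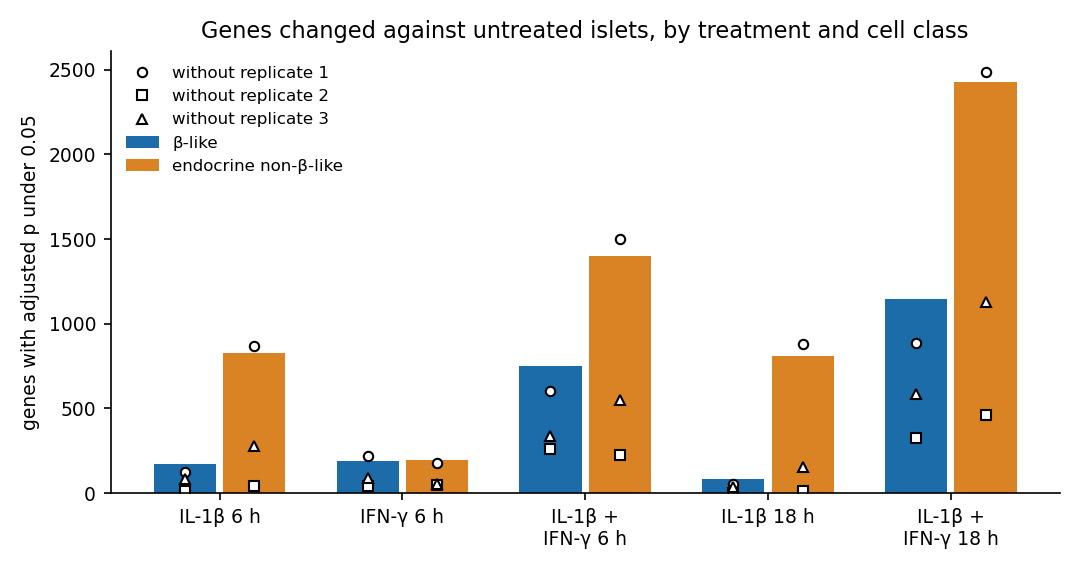
Number of genes with an adjusted p below 0.05 by edgeR against untreated libraries (vertical axis) for 5 treatments (horizontal axis). Bars are counts over all libraries and open symbols counts with 1 replicate left out, which for both cytokines at 18 h run from 463 to 2488 in endocrine non-β-like and from 328 to 887 in β-like cells.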

Following an 18-h treatment, 158 (0.43%) were changed in response to IL-1β and 279 (0.76%) in response to IL-1β + IFN-γ (Figure 3E). 

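At 18 h, 807 genes changed in endocrine non-β-like cells with IL-1β (542 higher and 265 lower) and 2428 with IL-1β + IFN-γ (1428 higher and 1000 lower). The IL-1β libraries came from replicates 2 and 3 and the untreated ones from all 3, so donor and kit are not balanced for IL-1β. Without replicate 2 the counts were 10 and 463, and without replicate 3 156 and 1128. Each of these fits has 1 library of IL-1β, taken to vary like the others. The largest changes with IL-1β, in 2 of 2 libraries, were *CPXM1* (at least 321-fold higher than a floor of 3 counts), *CXCL6*, at 1942 ± 1596 CPM (SD, n = 2) against 3.04 ± 1.43 CPM, a log2 fold change of 9.41 (standard error 1.64, edgeR adjusted p = 0.002), *CXCL5*, at 173 ± 196 CPM with 1 count in the untreated sums, *SAA1*, at 159 ± 186 CPM, and *BPIFA1*, at 50.3 ± 40.5 CPM. For *CPXM1*, *CXCL5* and *SAA1* the SD of the 2 libraries was as large as the mean. RNA carried over from other cell types was not excluded for any gene of this list. *SOD2* rose to 6436 ± 2959.8 CPM with IL-1β and 6734 ± 2504 CPM with both cytokines, a log2 fold change of 5.13 (standard error 0.74, edgeR adjusted p = 0.00011) with both.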

Six genes (0.02%) were changed in a nitric oxide-dependent manner (Figure 3E). These percentages are significantly lower than the expected values from mouse endocrine non-β-cells (Figure 3E), suggesting that all human islet endocrine cells, not just β-cells, have a reduced cytokine response compared to mouse islet endocrine cells.

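In the comparison of IL-1β + IFN-γ with and without NMMA for 18 h, 5 of 15527 genes changed in endocrine non-β-like cells. As log2 fold changes, *RBM3* was higher without NMMA by 1.02 with a standard error of 0.14 (edgeR adjusted p = 0.0051), *LINC00467* by 0.87 with a standard error of 0.10 (edgeR adjusted p = 0.00094) and *TMEM18* by 0.66 with a standard error of 0.11 (edgeR adjusted p = 0.039). *AP1S2* was lower without NMMA, at -1.08 with a standard error of 0.18 (edgeR adjusted p = 0.036), and so was *CHD2*, at -0.72 with a standard error of 0.12 (edgeR adjusted p = 0.036). NMMA without cytokines also raised *CHD2* in these cells, by 0.79 on the log2 scale (standard error 0.12, edgeR adjusted p = 0.021). All 5 went the same way in 3 of 3 replicates. With each replicate left out in turn, 0 genes passed (edgeR, 774, 382 and 460 genes at an unadjusted p below 0.05 without replicate 1, 2 and 3). DESeq2 called 20 genes, and edgeR with the donor as a block called 398.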

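With the donor as a block, 3023 genes changed in endocrine non-β-like cells with IL-1β, 672 with IFN-γ and 3886 with both for 6 h, and 3571 with IL-1β and 6216 with both for 18 h. The share of these that were higher was 61.2%, 82.4%, 57.1%, 54.4% and 51.8%, against 75.9%, 97.9%, 70.9%, 67.2% and 58.8% without the block. The sums of this class hold more cells than those of β-like cells, which can raise the counts. With equal numbers of cells and UMIs drawn from both classes of each library 10 times, chosen after the counts were seen, IL-1β for 6 h gave 134 to 164 genes in β-like and 395 to 550 in endocrine non-β-like cells, and IL-1β + IFN-γ for 18 h gave 978 to 1047 and 1487 to 1692. For IFN-γ the order was the other way, with 171 to 193 and 121 to 140 genes. The paper proposes from its numbers that all human islet endocrine cells, and not β-cells alone, respond less to cytokines than mouse islet endocrine cells.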

**Figure 3.**
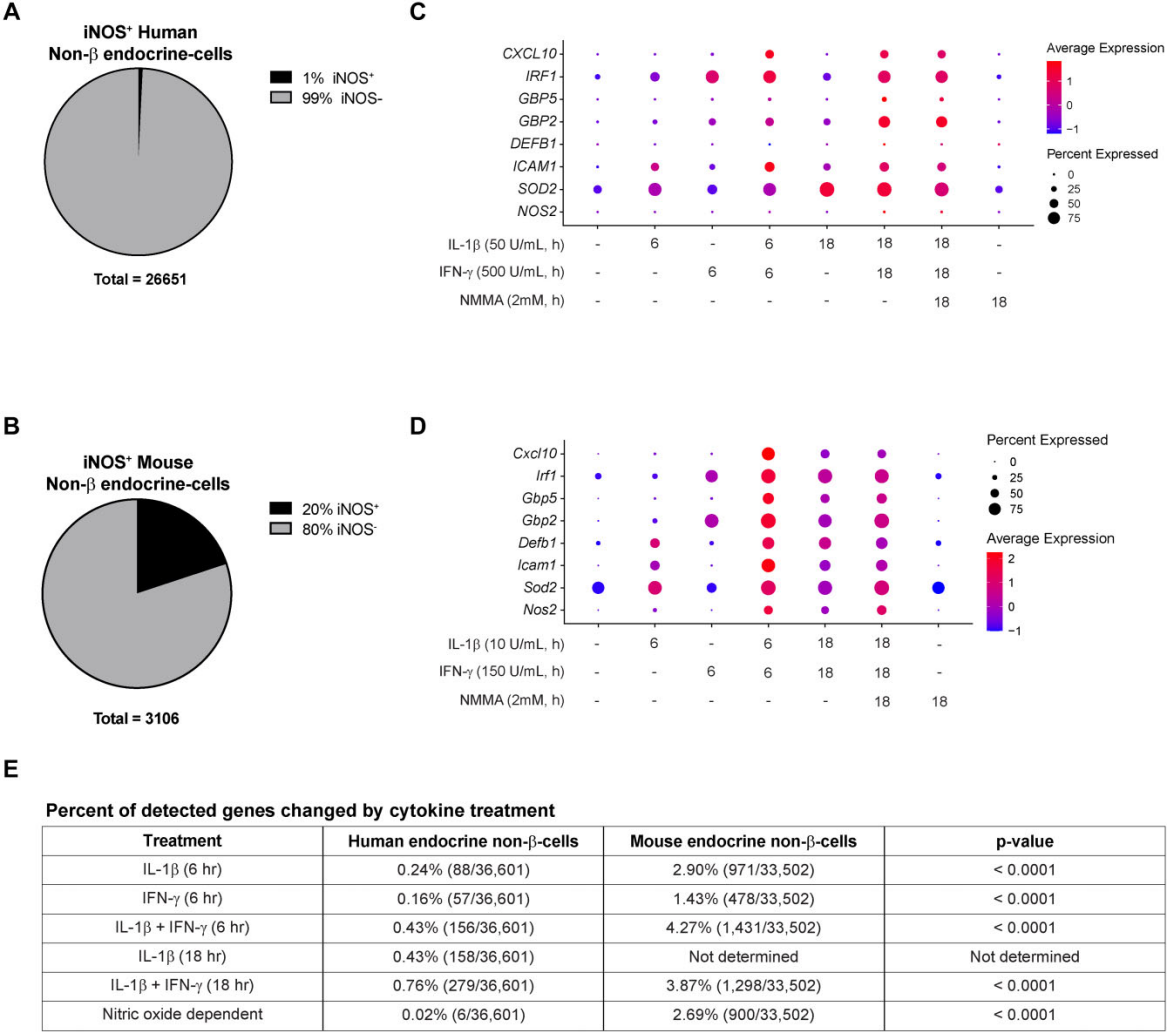
Cytokine responsiveness is also blunted in islet endocrine non-β-cells. (A and B) Pie chart showing the percentage of human (A) or mouse (B) endocrine non-β-cells from all samples that express iNOS mRNA. (C and D) Dot plots depicting the expression levels of and percentage of human (C) or mouse (D) endocrine non-β-cells expressing selected genes in response to each of the cytokine treatments. (E) Table summarizing the percentage of detected genes that were significantly changed by each cytokine treatment or genes that were significantly changed in a nitric oxide-dependent manner in human and mouse endocrine non-β-cells. *P*-value determined by Fisher’s exact test. Mouse data are from our previously published studies.^14^,^15^

### *NOS2* ^+^ Islet Endocrine Cells Are Enriched for Other Cytokine-Stimulated Genes

To test our original hypothesis that cytokines stimulate protective genes in human islet endocrine cells, we computationally isolated the β-cells expressing *NOS2* at any level (ie, > 0 reads of *NOS2* sequenced) from those not expressing *NOS2* or the endocrine non-β-cells expressing *NOS2* from those not expressing *NOS2* and performed differential expression analyses. 

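Cells with at least 1 *NOS2* UMI were compared with the other cells of the same class in the same library, in libraries with at least 5 *NOS2*+ cells. In β-like cells this gave 143 *NOS2*+ and 4692 *NOS2*- cells in 8 libraries, and in endocrine non-β-like cells 224 and 7852 in 8 libraries. All of these libraries were treated with IL-1β + IFN-γ, so cells of the other treatments did not enter. The median UMI count per cell was 18142 in *NOS2*+ and 11796 in *NOS2*- β-like cells, and 13086 and 9829.5 in endocrine non-β-like cells. Of the *NOS2*+ endocrine non-β-like cells, 36.6% were PP-like, against 7.55% of the *NOS2*- cells. The counts of each side were summed per library and compared by edgeR with the library as a block, with *NOS2* itself left out.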

Cells from all samples were used for this comparison. 

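In β-like cells, 451 of 8718 genes differed between *NOS2*+ and *NOS2*- cells by edgeR at an adjusted p below 0.05, 318 higher and 133 lower in *NOS2*+ cells. Without replicate 1, 146 genes differed. Without the library as a block, 94 did, of which 91.5% were higher, against 70.5% with it. With 3 *NOS2*- cells chosen for each *NOS2*+ cell to match its total UMIs, 312 of 4649 genes differed, and 276 of them were among the 451. The largest differences in the same direction in 8 of 8 libraries were in *HSPA6*, a log2 fold change of -2.0 (standard error 0.23, edgeR adjusted p = 9.2e-07), *ITGA2* (2.21), *LIF* (2.12), *IDO1* (2.03) and *CX3CL1* (1.94). Of the 11066 genes tested in endocrine non-β-like cells, 1046 differed, 579 higher and 467 lower in *NOS2*+ cells. There were 482 without replicate 2, the only one with clusters named PP-like, and 430 without the block. *GHRL* (-4.20), *HSPA6* (-3.90), *PTPRZ1* (-3.24), *SERPINH1* (-3.05) and *SLC39A10* (-2.97) had the largest differences in 8 of 8 libraries, all lower in *NOS2*+ cells on the log2 scale.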

A total of 1,307 genes (1,219 enriched in the *NOS2*^+^ cells, and 88 enriched in the *NOS2*^−^ cells) were significantly different between the 2 β-cell populations, and 1,822 genes (1,620 enriched in the *NOS2*^+^ cells, and 202 enriched in the *NOS2*^−^ cells) were significantly different between the 2 endocrine non-β-cell populations (Tables S4 and S5). We found that the IL-1β-regulated genes *SOD2* and *ICAM1* and the IFN-stimulated genes *IRF1* and *CXCL10* had significantly higher expression levels in endocrine cells expressing *NOS2* compared to those not expressing *NOS2* (Figure 4A and B). 

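In β-like cells, *SOD2* stood at 5543 ± 2519 CPM in *NOS2*+ and 2371 ± 775 CPM in *NOS2*- cells (SD, n = 8 libraries), a log2 fold change of 1.15 (standard error 0.11, edgeR adjusted p = 2.4e-08), and was higher in *NOS2*+ cells in 8 of 8 libraries. *ICAM1* stood at 564 ± 76.6 against 217 ± 55.7 CPM, a log2 fold change of 1.40 (standard error 0.10, edgeR adjusted p = 4.1e-10), *IRF1* at 778 ± 162 against 545 ± 54.7 CPM, a log2 fold change of 0.49 (standard error 0.10, edgeR adjusted p = 0.0019), and *CXCL10* at 4838 ± 2651 against 1736 ± 744 CPM, a log2 fold change of 1.33 (standard error 0.18, edgeR adjusted p = 1.1e-05), higher in 7 of 8 libraries. For endocrine non-β-like cells the log2 fold changes were 0.67 (standard error 0.13, edgeR adjusted p = 0.00023) for *SOD2*, 1.25 (standard error 0.12, edgeR adjusted p = 3.8e-11) for *ICAM1*, 0.72 (standard error 0.11, edgeR adjusted p = 4.6e-06) for *IRF1* and 1.95 (standard error 0.14, edgeR adjusted p = 2.5e-14) for *CXCL10*, each in the same direction in 8 of 8 libraries. *CXCL10* stood at 4073 ± 1874 against 1089 ± 602 CPM there.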

Importantly, genes encoding antiviral guanylate-binding proteins *GBP2* and *GBP5*, which are IL-1β-stimulated in the mouse^14^, were also expressed at higher levels in the *NOS2*^+^ population (Figure 4A and B). 

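In β-like cells *GBP2* stood at 183 ± 92.6 against 63.1 ± 32.4 CPM in *NOS2*+ and *NOS2*- cells, a log2 fold change of 1.55 (standard error 0.13, edgeR adjusted p = 4.4e-09), higher in 7 of 8 libraries. *GBP5* stood at 38.8 ± 22.7 against 14.3 ± 10.7 CPM, a log2 fold change of 1.42 (standard error 0.23, edgeR adjusted p = 0.00012). *GBP2* in endocrine non-β-like cells stood at 754 ± 223 against 392 ± 106 CPM, a log2 fold change of 0.95 (standard error 0.12, edgeR adjusted p = 1.3e-07), and *GBP5* at 159.6 ± 63.2 against 35.4 ± 17.1 CPM, a log2 fold change of 2.12 (standard error 0.14, edgeR adjusted p = 4.2e-16). All libraries with enough *NOS2*+ endocrine cells had both cytokines, so these values do not separate IL-1β from IFN-γ.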

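*MAFA* stood at 65.0 ± 63.6 CPM in *NOS2*+ and 134 ± 51.0 CPM in *NOS2*- β-like cells, a log2 fold change of -1.26 (standard error 0.22, edgeR adjusted p = 0.00034), and was lower in *NOS2*+ cells in 8 of 8 libraries. In endocrine non-β-like cells *MAFA* was near the floor, at 6.00 ± 7.85 against 2.98 ± 1.40 CPM, where RNA carried over from β-like cells was not excluded, so no direction is given.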

Further, the identity genes *MAFA* and *MAFB*, which are known to be repressed by IL-1β in mouse islet endocrine cells,^14^ were significantly lower in human islet endocrine cells expressing *NOS2* compared to those not expressing *NOS2* (Figure 4A and B). Functional annotation clustering analysis demonstrated that genes falling into categories associated with cytokine signaling, including “Innate Immunity,” “Epstein-Barr virus infection,” “NF-κB signaling,” “guanylate-binding protein,” and “Chemokine signaling” were enriched in the *NOS2*^+^ human islet endocrine cells compared to the *NOS2*^−^ cells (Figure 4C and D). Together, these results demonstrate that although cytokine responses are generally blunted in human islet endocrine cells, cells that are responsive to cytokines (*NOS2*^+^ cells) have similar gene expression changes to those previously observed in the mouse, including stimulation of protective antiviral genes and repression of identity genes.

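Over the 8 genes *SOD2*, *ICAM1*, *IRF1*, *CXCL10*, *GBP1*, *GBP2*, *GBP4* and *GBP5*, the median log2 fold change of *NOS2*+ over *NOS2*- cells was 1.34 in β-like and 1.23 in endocrine non-β-like cells, and all 8 were called higher in both classes. From these genes and the lower *MAFA*, the paper concludes that endocrine cells which express *NOS2* change their expression much as mouse islet cells do, with antiviral genes raised and identity genes lowered. The mouse cells were not analysed here.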

**Figure 4.**
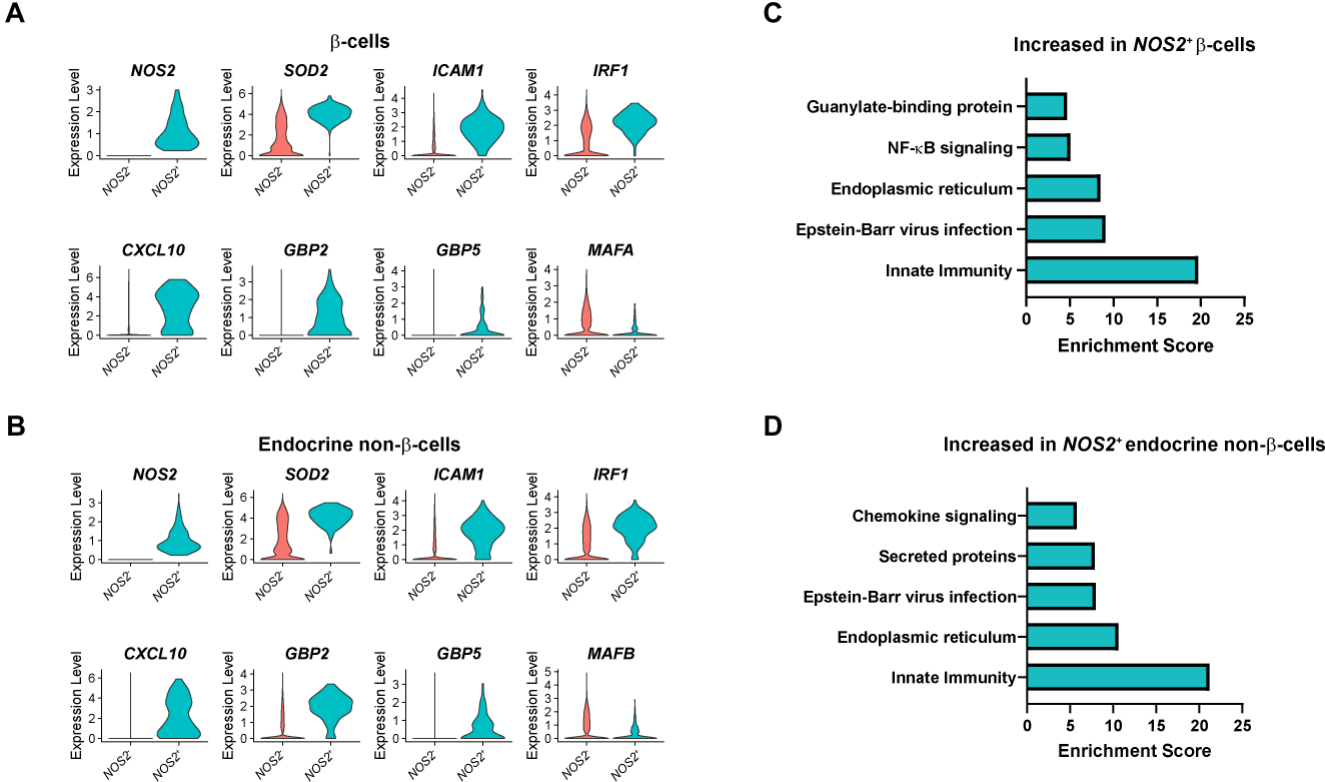
*NOS2* ^+^ islet endocrine cells are enriched for other cytokine-stimulated genes. (A and B) Violin plots showing the expression level of selected genes in human β-cells (A) or endocrine non-β-cells (B) expressing *NOS2* compared to those not expressing *NOS2*. All genes shown have *P*-values < 1 × 10^−8^. (C and D) Enriched categories of genes increased in human β-cells (C) or endocrine non-β-cells (D) expressing *NOS2* compared to those not expressing *NOS2*.

### Genes Encoding Ribosomal Proteins Are Enriched in *NOS2*^−^ β-Cells

As shown in Figure 2A, less than 2% of the total β-cell population expresses detectable levels of *NOS2* mRNA, leading us to hypothesize that the remaining β-cells may have a common characteristic preventing them from responding to cytokine stimulation in the expected manner. To test this hypothesis, we again performed functional annotation clustering analysis, this time focusing on genes increased in β-cells not expressing *NOS2* as compared to β-cells expressing *NOS2*. Strikingly, the most enriched genes were those that encode ribosomal proteins (Figure 5A). 

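Of the 77 ribosomal protein genes, 75 had a log2 fold change below 0 in *NOS2*+ relative to *NOS2*- β-like cells, with a median of -0.17, against -0.02 for all other genes. Their share of all UMIs was 8.33% ± 1.64 in *NOS2*+ and 9.14% ± 1.58 in *NOS2*- β-like cells (SD, n = 8 libraries). The mean difference within libraries was -0.81 percentage points (SD 0.75), and the share was lower in *NOS2*+ cells in 6 of 8 libraries (two-sided exact permutation test, p = 0.031). The 8 libraries came from 3 donors and are not fully independent. Against *NOS2*- cells matched on total UMIs, the difference was -1.12 points (exact permutation test, p = 0.016). With the wider cell filter applied to replicate 1 as well, it was -0.47 points and no longer larger than the spread between libraries (exact permutation test, p = 0.10). The difference was -0.51 points without replicate 1 (5 libraries, exact permutation test, p = 0.25), -0.82 without replicate 2 (6 libraries, exact permutation test, p = 0.12) and -1.11 without replicate 3 (exact permutation test, p = 0.062, the smallest that 5 libraries allow).

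**Figure D2:**
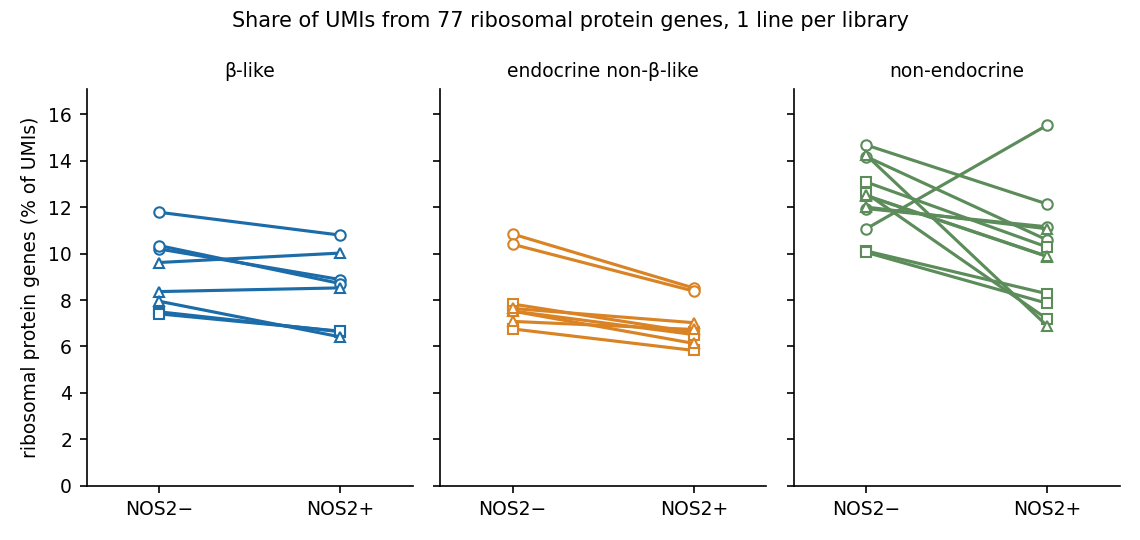
Share of UMIs from the 77 ribosomal protein genes in percent (vertical axis) in *NOS2*- and *NOS2*+ cells (horizontal axis), in 1 panel per class. Each line joins the cells of 1 library, with circles for replicate 1, squares for replicate 2 and triangles for replicate 3, and falls in 6 of 8 libraries in β-like, 8 of 8 in endocrine non-β-like and 11 of 12 in non-endocrine cells.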

In fact, of the 88 genes significantly higher in *NOS2*^−^ β-cells compared to *NOS2*^+^ β-cells, 58% encode ribosomal proteins and another 16% encode proteins that play other roles in protein biosynthesis or protein folding (Figure 5B). 

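Of the 133 genes called lower in *NOS2*+ β-like cells, 5, or 3.76%, encode ribosomal proteins, namely *RPL3*, *RPL5*, *RPS2*, *RPS3A* and *RPSA*. The other ribosomal protein genes did not pass an adjusted p of 0.05. DESeq2 called 11 of the 77 lower. With edgeR, 55 were called without the filter on low counts, 0 without the library as a block, 1 in libraries with at least 10 *NOS2*+ cells, and 0, 1 and 2 without replicate 1, 2 and 3. Genes with other roles in protein biosynthesis or folding were not counted. The share in the paper comes from cells of all samples, a comparison that was not repeated here.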

The ribosomal protein genes that are most enriched in the *NOS2*^−^ β-cell population are shown in Figure 5C, with ribosomal protein L5 (*RPL5*) being the gene in this category that is the most different compared to *NOS2*^+^ β-cells. 

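*RPL5* (ENSG00000122406, chromosome 1, 92832013 to 92841924, plus strand) encodes a protein of the large ribosomal subunit. In β-like cells it stood at 1095 ± 483 CPM in *NOS2*+ and 1392 ± 527 CPM in *NOS2*- cells, a log2 fold change of -0.37 (standard error 0.10, edgeR adjusted p = 0.023), and was lower in *NOS2*+ cells in 7 of 8 libraries. Among the ribosomal protein genes it ranked 3 by p, after *RPS2*, a log2 fold change of -0.37 (standard error 0.09, edgeR adjusted p = 0.0076), and *RPL3*, a log2 fold change of -0.33 (standard error 0.09, edgeR adjusted p = 0.023). *RPS3A*, a log2 fold change of -0.31 (standard error 0.09, edgeR adjusted p = 0.041), also passed the threshold. *RPL6*, *RPL7A*, *RPS6* and *RPL26* had log2 fold changes of -0.23, -0.29, -0.28 and -0.27 and did not pass, with edgeR adjusted p values of 0.19, 0.066, 0.064 and 0.093. No test compared these genes with one another. Ribosomal protein genes have many processed copies in the genome, so their counts are uncertain to the extent that counting split reads between copies.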

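In *NOS2*- β-like cells, *RPL5* stood at 1699.5 ± 138 CPM in untreated libraries (SD, n = 3). After 6 h it stood at 1666 ± 398 CPM with IL-1β, 1863 ± 286 CPM with IFN-γ and 1692 ± 277 CPM with both. With 3 libraries against 3 an exact permutation test cannot go below p = 0.10, so it cannot decide whether these values differ. *RPL5* was lower than in the untreated library of the same donor in 2 of 3 donors with IL-1β and in 1 of 3 with both cytokines for 6 h. With IFN-γ it was higher in 3 of 3 donors, by a mean log2 ratio of 0.12. With IL-1β for 18 h, *RPL5* stood at 1384 ± 24.3 CPM (SD, n = 2), lower than the same donor's untreated library in 2 of 2 donors, by a mean log2 ratio of -0.23. After 18 h of IL-1β + IFN-γ it stood at 1156 ± 327 CPM, lower than in the untreated library of the same donor in 3 of 3 donors, by a mean log2 ratio of -0.59 (exact permutation test, p = 0.10, the smallest that 3 libraries against 3 allow). With NMMA added the log2 ratio was -0.57, also lower in 3 of 3 donors, and with NMMA alone it was -0.12. The permutation test does not pair the libraries by donor. Over all β-like cells, edgeR with the donor as a block called *RPL5* changed with both cytokines for 18 h, and without the block it did not.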

*RPL5* is not increased by cytokine exposure, suggesting that it is basally high in *NOS2*^−^ β-cells (Figure S2 and Table S2). Linear regression analysis of the β-cells demonstrated a significant negative correlation between expression of *RPL5* and the IL-1β-stimulated gene *SOD2* (superoxide dismutase 2) (Figure 5D). 

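The relation of *RPL5* to *SOD2* was taken over β-like cells with a UMI of both genes, 7042 cells, on log-normalized values. One correlation over all cells, which also mixes treatments and donors, gave Pearson's r = -0.26. Within each of 23 libraries, r was -0.095 on average (SD 0.164) and negative in 17 libraries (permutation test over libraries, p = 0.013, or 0.013 after Benjamini-Hochberg adjustment over the 3 genes tested against *RPL5*, *SOD2*, *HSPA1A* and *DDIT3*). In the 3 untreated libraries r was above 0, at 0.105, 0.174 and 0.349 over 110, 95 and 28 cells. In the 3 libraries with NMMA alone it was -0.250, -0.177 and 0.093. In the 6 libraries with IL-1β + IFN-γ for 18 h, with or without NMMA, it was below 0, from -0.360 to -0.089. Without replicate 1 the mean was -0.068 in 16 libraries (permutation p = 0.12), and without replicate 2 it was -0.097 in 15 libraries (permutation p = 0.059). With cells thinned to 2000 UMIs, the mean within libraries was -0.123 (permutation p = 1e-05, the smallest the test can give). The cells of a library are not independent replicates, and the libraries come from 3 donors. Of 200 genes of expression similar to *RPL5*, 197 had a mean r with *SOD2* above that of *RPL5*, and their median r was 0.13.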

Importantly, further analyses demonstrate that expression of *RPL5* is positively correlated with genes associated with cellular stress: *HSPA1A* (encodes the alpha subunit of heat shock protein 70) and *DDIT3* (encodes DNA damage inducible transcript 3, also known as CHOP) (Figure 5E and F). 

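*RPL5* and *HSPA1A* had a mean Pearson's r of 0.10 within 23 libraries (SD 0.12, permutation p = 0.00028, adjusted p = 0.00084), over 5330 β-like cells with a UMI of both. In the 6 libraries with IL-1β + IFN-γ for 18 h, with or without NMMA, r was 0.22 to 0.35, above the -0.059 to 0.17 of the other libraries, so these libraries carry most of the mean. In the untreated libraries it was 0.13, 0.011 and -0.059. The mean r was 0.024 when cells without a UMI of either gene were kept (permutation p = 0.23), and 0.016 with cells thinned to 2000 UMIs (19 libraries, permutation p = 0.65). The relation did not pass the test in either of these settings. *HSPA1A* and *HSPA1B* are near-identical copies, and the counting can split reads between them. *RPL5* and *DDIT3* had a mean r of 0.12 within 22 libraries (SD 0.13, permutation p = 0.00087, adjusted p = 0.0013). With all β-like cells it was 0.058 (permutation p = 0.0013), and with thinned cells 0.039 in 9 libraries (exact permutation test, p = 0.41). One correlation over all cells gave r = 0.21 for *HSPA1A* and 0.17 for *DDIT3*.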

The negative association between *RPL5* and/or *HSPA1A* expression and cytokine responsiveness is mirrored by our original clustering analysis (Figure 1C) in that β-cells in clusters 7 and 12, characterized by enrichment for ribosomal proteins and heat shock proteins, respectively, have lower expression of cytokine-stimulated genes *SOD2, ICAM1*, and *IRF1* (Figure S3 and Table S1). These data together suggest that high expression of ribosomal proteins is an indicator of cellular stress and is negatively correlated with cytokine response in β-cells.

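Clusters 7 and 12 were not rebuilt, since ribosomal protein genes were kept out of the clustering here. In their place, the β-like cells of each of 17 cytokine-treated libraries were divided at the median of the ribosomal protein share and, separately, of *HSPA1A*, a division chosen after the data were seen. Cells with the higher ribosomal protein share had a lower share of UMIs on 8 cytokine-induced genes, among them *SOD2*, *ICAM1* and *IRF1*, by a mean log2 ratio of -0.53 (SD 0.33), in 17 of 17 libraries (permutation p = 2e-05). Cells with more *HSPA1A* did not differ detectably, with a mean log2 ratio of -0.02 (SD 0.45, permutation p = 0.87). With cells thinned to 2000 UMIs, however, those with more *HSPA1A* had a lower share, with a ratio of -0.48 (permutation p = 0.0014).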

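From the lower expression of ribosomal protein genes in *NOS2*+ cells and the correlations of *RPL5* with *SOD2*, *HSPA1A* and *DDIT3*, the paper proposes that high expression of ribosomal proteins marks cellular stress and goes with a weaker cytokine response. Across the 77 ribosomal protein genes, the mean r with *SOD2* within libraries had a median of 0.046 and was below 0 for 18 genes. That median lies above 0 and below the median of the genes of expression similar to *RPL5*. With *HSPA1A* the median was 0.084 and 2 genes were below 0, against a median of -0.024 for the genes of similar expression. These values are across genes, which are not independent replicates.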

**Figure 5.**
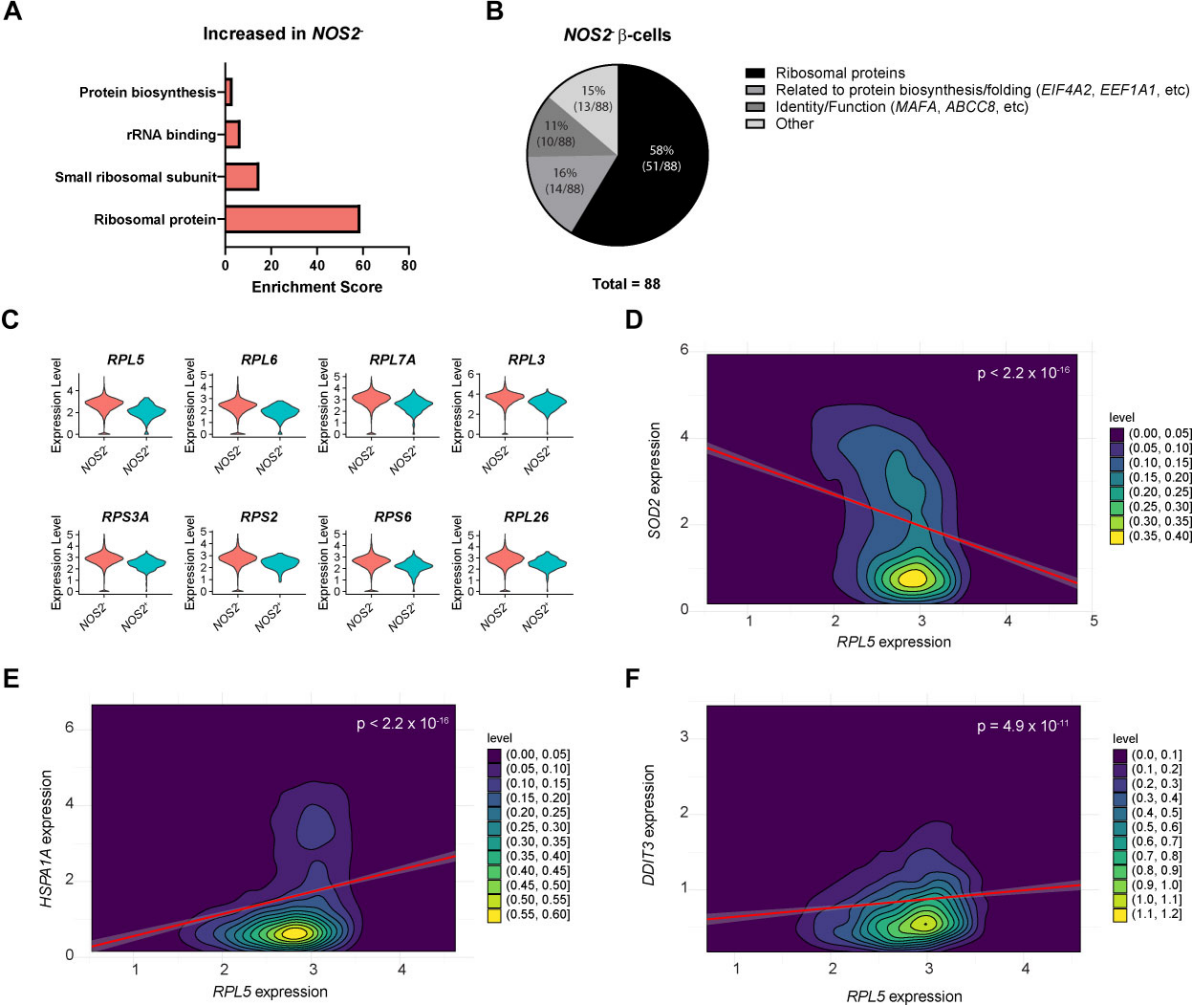
Genes encoding ribosomal proteins are enriched in *NOS2*^−^ β-cells. (A) Enriched categories of genes increased in human β-cells not expressing *NOS2* compared to those that are expressing *NOS2*. (B) Pie chart showing percentage of genes increased in *NOS2*^−^ β-cells that fall into selected categories. (C) Violin plots showing the expression level of selected ribosomal proteins in human β-cells expressing *NOS2* compared to those not expressing *NOS2*. All genes shown have *P*-values < 1 × 10^−5^. (D–F) Linear regression analyses showing the relationship between expression of *RPL5* and *SOD2* (*R*^2^ = 0.07931) (D), *HSPA1A* (*R*^2^ = 0.04593) (E), and *DDIT3* (*R*^2^ = 0.01323) (F) in human β-cells.

### High Expression of *RPL5* Predicts Failure to Respond to Cytokines in Human β-Cells

Since comparison of *NOS2*-expressing β-cells to *NOS2*-non-expressing β-cells revealed a correlation to *RPL5* expression (Figure 5), we hypothesized that β-cells with high expression of *RPL5* would be less likely to respond to cytokines than those with low expression of *RPL5*. To test this hypothesis, we computationally separated the β-cells from all samples into “*RPL5^hi^*” and “*RPL5^low^*” populations, using an expression level of 2.5 as our cutoff (Figure 6A). 

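The expression level is the natural log of 1 plus the UMI count of *RPL5* scaled to 10000 UMIs per cell. Libraries with at least 20 β-like cells on each side of 2.5 were used, 22 of 23, with 7337 *RPL5 hi* and 2702 *RPL5 low* cells. Their median UMI counts per cell were 12447 and 13041. Of the β-like cells, 27.2% lay within 0.25 of this level. Of the β-like cells with a *NOS2* UMI, 43 of 146 were *RPL5 hi*.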

Over two-thirds of the β-cells fell into the “*RPL5^hi^*” category, with the other third falling into the “*RPL5^low^*” category (Figure 6B). 

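Of 10100 β-like cells, 73.1% were *RPL5 hi* (95% confidence interval 72.2 to 74.0%), and 61.3 to 81.5% in the 3 replicates. By treatment, it was 83.2% ± 5.36 in untreated libraries (SD, n = 3) and 40.3% ± 18.7 after 18 h of IL-1β + IFN-γ. The share moved with the cutoff, with 90.2% above 2 and 35.2% above 3. Of cells thinned to 2000 UMIs, 59.0% were above 2.5.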

We performed differential expression analysis and functional annotation clustering analysis to determine which categories of genes are different between the 2 β-cell populations. A total of 2,840 genes were significantly different between the *RPL5^hi^* and *RPL5^low^* β-cells (Table S6). 

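In sums per library, 2608 of 10091 genes differed between *RPL5 hi* and *RPL5 low* β-like cells by edgeR at an adjusted p below 0.05, with the library as a block and *RPL5* left out. Of these, 1185 were higher and 1423 lower in *RPL5 hi* cells. Without replicate 3 there were 1730. Without the block 768 genes differed, 62.1% of them higher, against 45.4% with it. With every cell thinned to 2000 UMIs before the division, 383 of 2842 genes differed, 354 of them among the 2608. The largest differences in 22 of 22 libraries were in *GAS5*, a log2 fold change of 1.02 (standard error 0.06, edgeR adjusted p = 7.8e-17), *EPB41L4A-AS1* (0.92), *SNHG32* (0.87), *SNHG7* (0.81) and, lower in *RPL5 hi* cells, *BIRC3* (-0.77).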

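All 76 ribosomal protein genes other than *RPL5* were called higher in *RPL5 hi* than in *RPL5 low* β-like cells, with a median log2 fold change of 0.51. *HSPA1A* did not differ detectably, a log2 fold change of 0.39 (standard error 0.23, edgeR adjusted p = 0.24), higher in 11 of 22 libraries, nor did *HSPA1B*, a log2 fold change of 0.47 (standard error 0.19, edgeR adjusted p = 0.062).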

As expected, gene categories of “ribosomal protein,” “small ribosomal subunit,” and “chaperone” were enriched in the *RPL5^hi^* β-cells (Figure 6C). Interestingly, categories of “innate immunity,” “Epstein-Barr virus infection,” and “guanylate binding protein” were enriched in the *RPL5^low^* β-cells (Figure 6D). 

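*SOD2* stood at 998 ± 890.2 CPM in *RPL5 hi* and 1967 ± 1675 CPM in *RPL5 low* β-like cells (SD, n = 22 libraries, a spread that includes the treatments), a log2 fold change of -1.03 (standard error 0.11, edgeR adjusted p = 2.4e-09), and was lower in *RPL5 hi* cells in 20 of 22 libraries. The log2 fold change of *ICAM1* was -1.04 (standard error 0.12, edgeR adjusted p = 6.3e-09), lower in 21 of 22 libraries. For *IRF1* it was -0.33 (standard error 0.08, edgeR adjusted p = 0.0017), in 18 of 22 libraries, and for *CXCL10* -1.44 (standard error 0.23, edgeR adjusted p = 5.9e-06), in 15 of 22 libraries. *RPL5 low* cells are more frequent after 18 h of both cytokines, and the comparison is made within libraries for this reason. The 22 libraries include untreated ones and ones with NMMA alone, which are not given apart. These differences therefore do not measure the cytokine response alone.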

Consistent with this, IL-1β-stimulated genes *SOD2* and *ICAM1* and IFN-stimulated genes *IRF1* and *CXCL10* were significantly higher in the *RPL5^low^* β-cells (Figure 6E). 

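In *RPL5 hi* relative to *RPL5 low* β-like cells, *GBP1* had a log2 fold change of -1.03 (standard error 0.12, edgeR adjusted p = 5e-09), *GBP2* a log2 fold change of -1.19 (standard error 0.12, edgeR adjusted p = 6.2e-10) and *GBP4* a log2 fold change of -1.26 (standard error 0.10, edgeR adjusted p = 6.1e-13). They were lower in *RPL5 hi* cells in 18 of 22, 20 of 22 and 17 of 22 libraries. *MAFA* stood at 226 ± 106 against 176 ± 97.6 CPM, a log2 fold change of 0.39 (standard error 0.07, edgeR adjusted p = 1.9e-05), higher in *RPL5 hi* cells in 19 of 22 libraries.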

Importantly, antiviral guanylate-binding proteins *GBP1, GBP2*, and *GBP4* were also increased in the *RPL5^low^* β-cells, while identity gene *MAFA* was increased in the *RPL5^hi^* β-cells (Figure 6E). These results suggest that low expression of *RPL5* predicts cytokine responsiveness, and β-cells with low expression of this ribosomal protein are more likely to stimulate protective gene expression in response to cytokine exposure.

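As a single measure, the summed CPM of *SOD2*, *ICAM1*, *IRF1*, *CXCL10*, *GBP1*, *GBP2*, *GBP4* and *GBP5* was compared between the *RPL5 hi* and *RPL5 low* β-like cells of each cytokine-treated library. It was lower in *RPL5 hi* cells in 17 of 17 libraries, by a mean log2 ratio of -0.93 (SD 0.39, two-sided permutation test, p = 2e-05). The ratio was -0.52 with cells thinned to 2000 UMIs (permutation p = 2e-05), and -0.57 with a cutoff of 2, lower in 11 of 13 libraries (permutation p = 0.044). From the higher level of these genes in *RPL5 low* cells, the paper proposes that low *RPL5* predicts the response to cytokines. *RPL5* was measured in the same cells and at the same time as the response. The ratio in libraries without a cytokine is not given, so a difference already present without cytokine is not excluded.

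**Figure D3:**
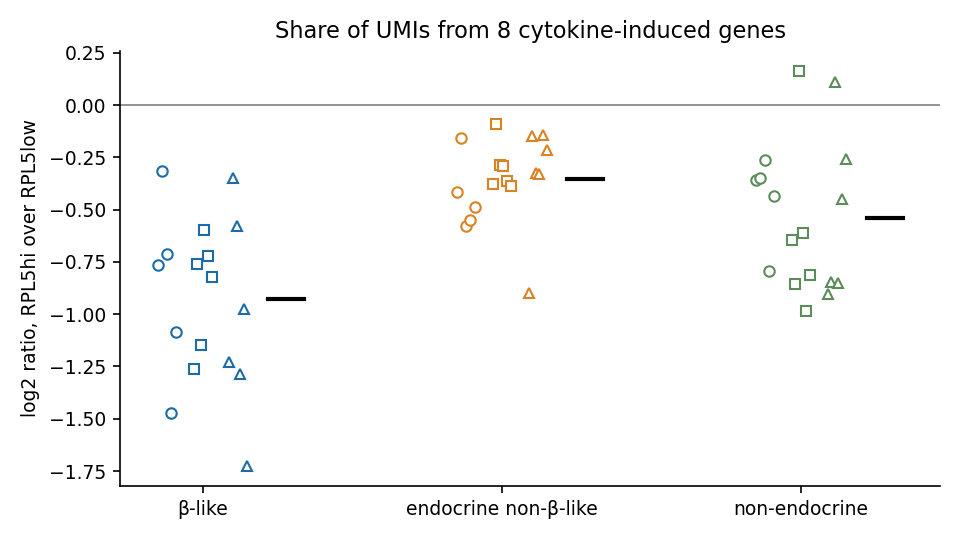
Log2 ratio of the summed CPM of 8 cytokine-induced genes in *RPL5 hi* over *RPL5 low* cells (vertical axis) by class (horizontal axis), 1 point per cytokine-treated library, with circles, squares and triangles for replicates 1, 2 and 3 and a black bar at the mean. Points are below 0 in 17 of 17 libraries in β-like, 17 of 17 in endocrine non-β-like and 15 of 17 in non-endocrine cells.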

**Figure 6.**
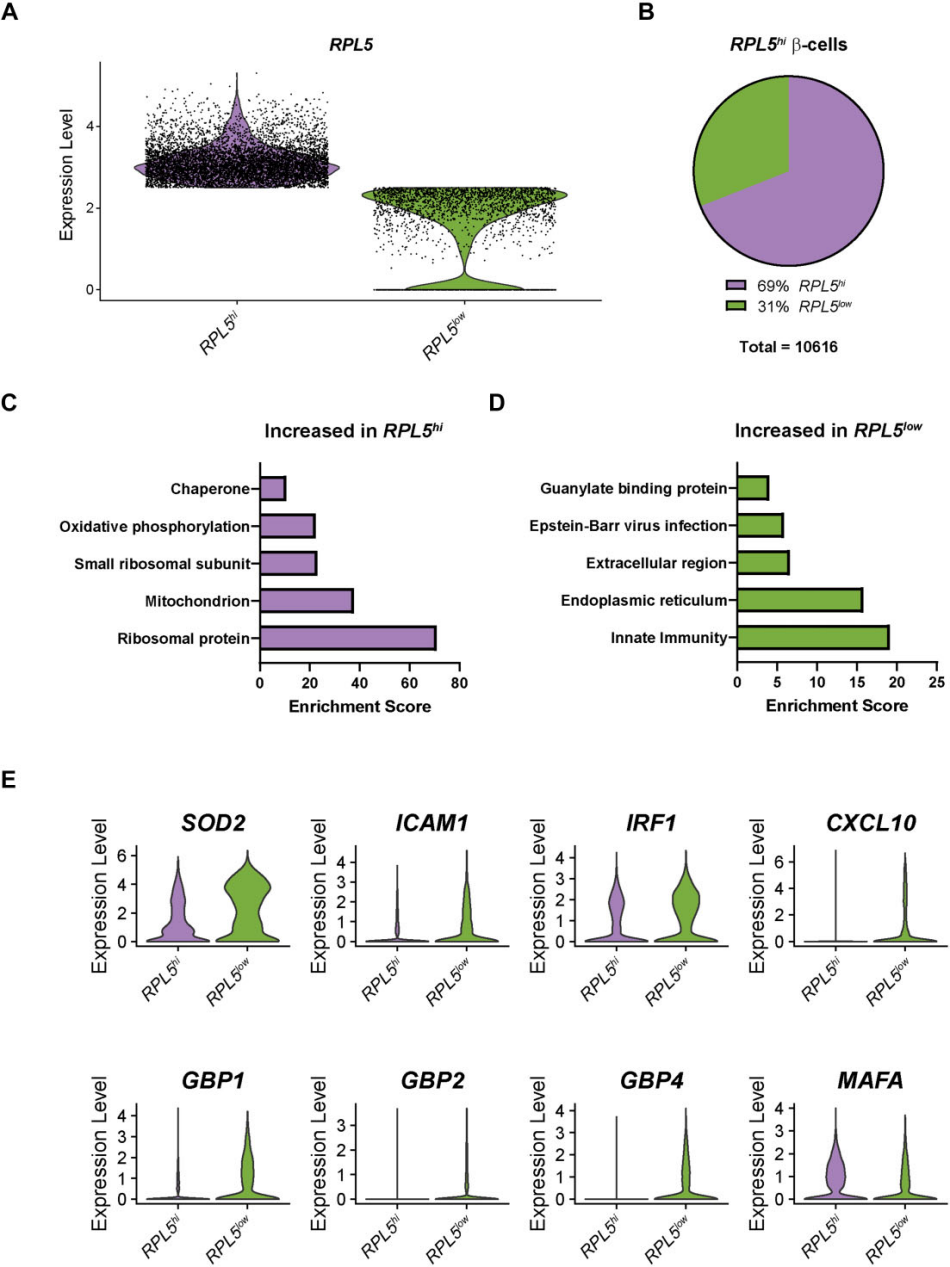
High expression of *RPL5* predicts failure to respond to cytokines in human β-cells. (A) Violin plot showing expression level of *RPL5* in human β-cells with “high” *RPL5* expression (*RPL5^hi^*) compared to those with “low” *RPL5* expression (*RPL5^low^*). (B) Pie chart showing the percentage of *RPL5^hi^* and *RPL5^low^* β-cells. (C and D) Enriched categories of genes increased in *RPL5^hi^* β-cells compared to *RPL5^low^* β-cells (C) and vice versa (D). (E) Violin plots showing the expression level of selected genes in *RPL5^hi^* β-cells compared to *RPL5^low^* β-cells. All genes shown have *P*-values < 1 × 10^−36^.

### High Expression of *RPL5* Predicts Failure to Respond to Cytokines in Human Endocrine Non-β-Cells

Like in the β-cells, genes that are enriched in endocrine non-β-cells that are not expressing *NOS2* largely fall into the category of ribosomal proteins and other categories related to protein biosynthesis (Figure 7A). 

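In endocrine non-β-like cells, 77 of 77 ribosomal protein genes had a log2 fold change below 0 in *NOS2*+ relative to *NOS2*- cells, with a median of -0.19, against -0.05 for all other genes. Of the 467 genes called lower in *NOS2*+ cells, 3 encode ribosomal proteins (*RPL7A*, *RPLP0* and *RPS2*). DESeq2 called 8. With edgeR, 22 were called without the filter on low counts, 0 without the block, 1 with at least 10 *NOS2*+ cells, and 0, 0 and 5 without replicate 1, 2 and 3. The share of UMIs on ribosomal protein genes was 6.97% ± 0.986 in *NOS2*+ and 8.20% ± 1.54 in *NOS2*- cells (SD, n = 8 libraries), lower in *NOS2*+ cells in 8 of 8 libraries, with a mean difference of -1.23 percentage points (two-sided exact permutation test, p = 0.0078). The cell types differed, with α-like cells making up 42.0% of *NOS2*+ and 83.7% of *NOS2*- cells. No comparison within 1 type was made, so the mix of types is not excluded as a cause. Against *NOS2*- cells matched on total UMIs, the difference was -1.27 points. Without replicate 2 or 3, 5 libraries were left, with a difference of -1.34 and -1.5 points (exact permutation tests, p = 0.062 for each, the smallest that 5 libraries allow).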

Since *RPL5* is the gene of this category that is most different between the *NOS2*-expressing and non-expressing populations (Figure 7B), we hypothesized that its expression may be able to predict cytokine responsiveness in the endocrine non-β-cells like it did in the β-cells. To test this hypothesis, we computationally separated the endocrine non-β-cells from all samples into “*RPL5^hi^*” and “*RPL5^low^*” populations, using an expression level of 2.5 as our cutoff (Figure 7C). In contrast to the β-cells, the endocrine non-β-cells were split evenly into the “*RPL5^hi^*” and “*RPL5^low^*” categories (Figure 7D). 

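*RPL5* stood at 761 ± 103 CPM in *NOS2*+ and 979 ± 249 CPM in *NOS2*- endocrine non-β-like cells, a log2 fold change of -0.32 (standard error 0.11, edgeR adjusted p = 0.06), and was lower in *NOS2*+ cells in 6 of 8 libraries. It ranked 4 by p among the ribosomal protein genes and did not pass the threshold. *RPS2*, a log2 fold change of -0.38 (standard error 0.11, edgeR adjusted p = 0.018), and *RPL7A*, a log2 fold change of -0.36 (standard error 0.11, edgeR adjusted p = 0.034), passed it. *RPL6* (-0.32), *RPS18* (-0.32), *RPSA* (-0.32), *RPL3* (-0.30), *RPS3A* (-0.27) and *RPL10A* (-0.27) were lower on the log2 scale and did not pass.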

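Of 24221 endocrine non-β-like cells, 46.4% were *RPL5 hi* (95% confidence interval 45.7 to 47.0%). The share in the replicates ran from 26.9 to 68.1%. With a cutoff of 2 the share was 80.4%, and with 3 it was 12.9%. Of these cells, 39.4% lay within 0.25 of the cutoff of 2.5. By type, 47.5% of α-like, 46.4% of δ-like and 33.0% of PP-like cells were *RPL5 hi*.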

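In endocrine non-β-like cells, 11227 *RPL5 hi* cells with a median of 8510 UMIs were compared with 12994 *RPL5 low* cells with a median of 10419 UMIs, as sums in 23 libraries. By edgeR 4912 of 12510 genes differed, 2251 higher and 2661 lower in *RPL5 hi* cells. Without replicate 2, 2602 differed, and without the library as a block 751, 68.2% of them higher against 45.8% with it. With cells thinned to 2000 UMIs, 788 of 8149 genes differed, 62.9% of them higher. All 76 ribosomal protein genes other than *RPL5* were called higher, with a median log2 fold change of 0.40. *SHISAL2B* (0.71), *GAS5* (0.66), *EPB41L4A-AS1* (0.60), *SNHG8* (0.57) and *SNHG7* (0.56) had the largest differences in 23 of 23 libraries, as log2 fold changes.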

A total of 8,786 genes were significantly different between the *RPL5^hi^* and *RPL5^low^* endocrine non-β-cells (Table S7). 

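Between *RPL5 hi* and *RPL5 low* endocrine non-β-like cells, the log2 fold change was -0.32 (standard error 0.08, edgeR adjusted p = 0.00086) for *SOD2*, -0.54 (standard error 0.06, edgeR adjusted p = 2.8e-09) for *ICAM1*, -0.48 (standard error 0.12, edgeR adjusted p = 0.0013) for *CXCL1* and -0.66 (standard error 0.16, edgeR adjusted p = 0.0011) for *CXCL8*. It was -0.35 (standard error 0.07, edgeR adjusted p = 8e-05) for *GBP1*, -0.28 (standard error 0.06, edgeR adjusted p = 0.00048) for *GBP2* and -0.64 (standard error 0.09, edgeR adjusted p = 5e-07) for *GBP4*. Each was lower in *RPL5 hi* cells in at least 18 of 23 libraries. *SOD2* stood at 2412 ± 2464 against 3046 ± 2998 CPM (SD, n = 23), where the spread includes the treatments. The 23 libraries include those without a cytokine, which are not given apart.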

Among those that were higher in the *RPL5^low^* population were IL-1β-stimulated genes *SOD2* and *ICAM1*, IFN-stimulated genes *CXCL1, CXCL8*, and *STAT1*, and antiviral guanylate-binding proteins *GBP1, GBP2*, and *GBP4* (Figure 7E). This observation indicates that high expression of ribosomal proteins is negatively correlated with cytokine responsiveness not only in human β-cells but also in endocrine non-β-cells and that low expression of *RPL5* predicts a higher likelihood of responding to cytokine stimulation in all islet endocrine cell types.

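The summed CPM of the 8 cytokine-induced genes was lower in *RPL5 hi* than in *RPL5 low* endocrine non-β-like cells in 17 of 17 cytokine-treated libraries, by a mean log2 ratio of -0.35 (SD 0.20, two-sided permutation test, p = 2e-05). With cells thinned to 2000 UMIs the ratio was -0.22 (permutation p = 8e-05). With the cutoff set at the median of each library and cell type, chosen after the data were seen, it was -0.31. From the higher level of cytokine-stimulated genes in *RPL5 low* cells, the paper concludes that high expression of ribosomal proteins goes with a weaker cytokine response in endocrine non-β-cells as well.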

**Figure 7.**
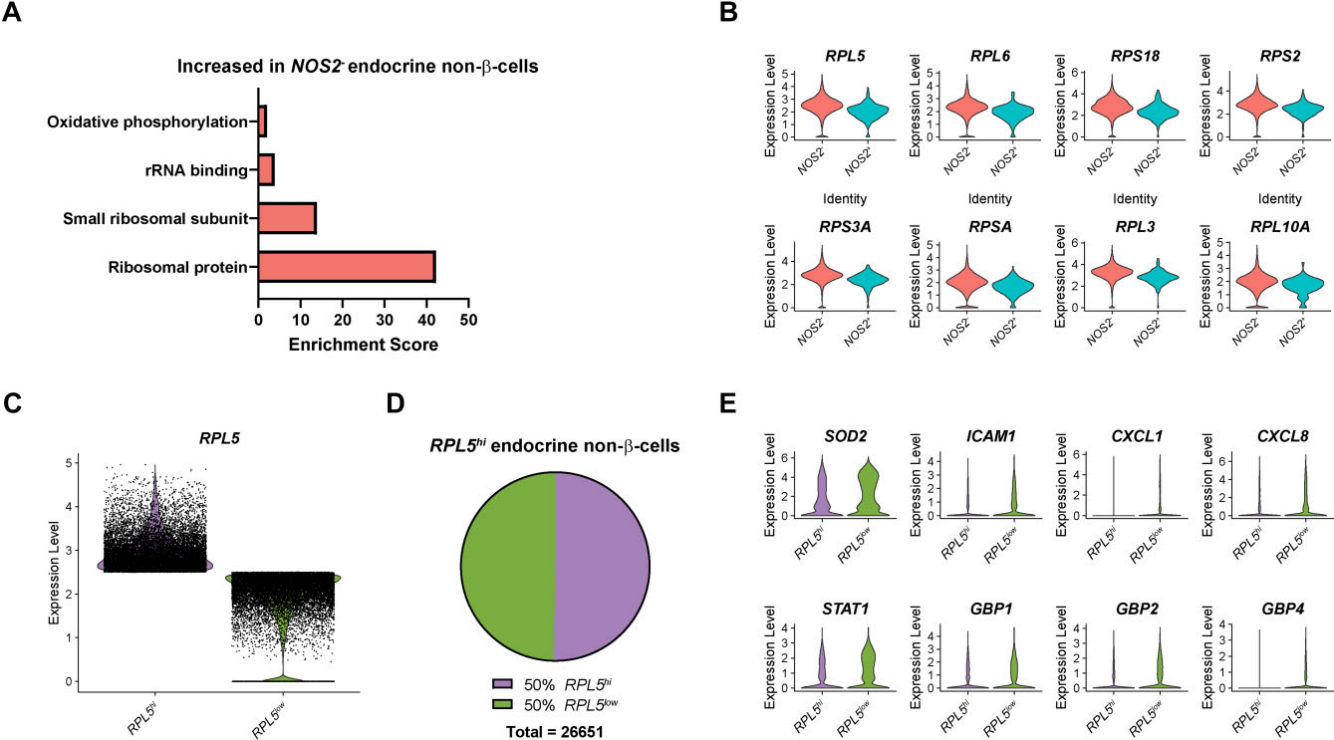
High expression of *RPL5* predicts failure to respond to cytokines in endocrine non-β-cells. (A) Enriched categories of genes increased in human endocrine non-β-cells not expressing *NOS2* compared to those that are expressing *NOS2*. (B) Violin plots showing the expression level of selected ribosomal proteins in human endocrine non-β-cells expressing *NOS2* compared to those not expressing *NOS2*. All genes shown have *P*-values < 1 × 10^−8^. (C) Violin plot showing expression level of *RPL5* in human endocrine non-β-cells with “high” *RPL5* expression (*RPL5^hi^*) compared to those with “low” *RPL5* expression (*RPL5^low^*). All genes shown have *P*-values < 1 × 10^−86^. (D) Pie chart showing the percentage of *RPL5^hi^* and *RPL5^low^* endocrine non-β-cells. (E) Violin plots showing the expression level of selected genes in *RPL5^hi^* endocrine non-β-cells compared to *RPL5^low^* endocrine non-β-cells.

### High Expression of *RPL5* Predicts Failure to Respond to Cytokines in Human Non-Endocrine Cells

Approximately 20% of our dataset was made up of non-endocrine cells (Figure 1C). Of these, almost 4% (360 out of 9,824) expressed *NOS2* (data not shown). 

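Of 10211 non-endocrine cells, 336, or 3.29%, held a *NOS2* UMI (95% confidence interval 2.95 to 3.66%), and 2.34 to 4.28% in the 3 replicates. The share with cells thinned to 2000 UMIs was 1.78%. It was 0.389% ± 0.389 in untreated libraries (SD, n = 3), 2.29% ± 1.97 after 6 h of IL-1β, 5.92% ± 1.06 after 6 h and 10.2% ± 3.45 after 18 h of IL-1β + IFN-γ. The types differed. After 18 h of IL-1β + IFN-γ with or without NMMA, the share was 31.8% in 384 ductal-like cells (27.1 to 36.7%) and 14.1% in 347 acinar-like cells (10.6 to 18.2%). In 667 fibroblast-like cells it was 1.05% and in 163 macrophage-like cells 0.614%. The median UMI counts of these 4 types were 11830, 5553, 9847 and 8356.

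**Figure D4:**
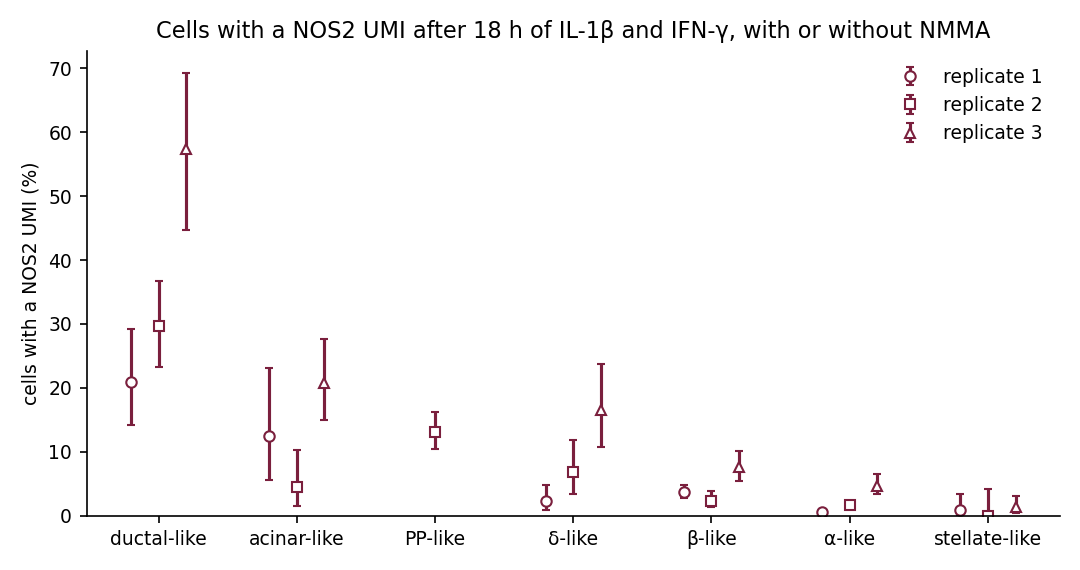
Share of cells with a *NOS2* UMI in percent (vertical axis) by cell type (horizontal axis) after 18 h of IL-1β + IFN-γ with or without NMMA, with 1 point per replicate and exact 95% binomial confidence intervals that cover counting error only. The share in ductal-like cells was 21.0%, 29.7% and 57.4% in replicates 1, 2 and 3, against 0.612%, 1.72% and 4.71% in α-like cells, and PP-like cells were found in replicate 2 only.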

When we computationally separated the non-endocrine cells from all samples into *NOS2*^+^ and *NOS2*^−^ populations and performed differential expression analysis, 3,227 genes were found to be significantly different between the 2 groups (Table S8). 

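In 12 libraries with at least 5 *NOS2*+ non-endocrine cells, 316 *NOS2*+ cells with a median of 13548 UMIs were compared with 4819 *NOS2*- cells with a median of 7397 UMIs. By edgeR 2981 of 8956 genes differed, 1491 higher and 1490 lower in *NOS2*+ cells. Without replicate 3 there were 1810. The cell types of the groups differed, with ductal-like cells making up 68.4% of *NOS2*+ and 13.6% of *NOS2*- cells. The largest differences in 12 of 12 libraries, all lower in *NOS2*+ cells, were in *TPSAB1* (-9.08), *IGFBP5* (-5.25), *APOE* (-5.16), *APOC1* (-5.09) and *GZMA* (-4.76), as log2 fold changes. Within ductal-like cells alone, a comparison added after the data were seen, 49 of 4138 genes differed.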

Functional annotation clustering analysis revealed that, like in the endocrine cell populations, categories of “innate immunity,” “Epstein-Barr virus infection,” “viral entry,” and “interferon signaling” were increased in the *NOS2*^+^ non-endocrine cells (Figure 8A). Among the genes increased in this population were IL-1β-stimulated genes *SOD2* and *ICAM1*, IFN-stimulated genes *IRF1, CXCL1*, and *CXCL10*, and antiviral guanylate-binding proteins *GBP2* and *GBP5* (Figure 8B). Conversely, categories of “ribosomal protein” and “small ribosomal subunit” were increased in the *NOS2*^−^ non-endocrine cells (Figure 8C), also consistent with our observations in the endocrine cells. 

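In non-endocrine cells, *SOD2* stood at 8126 ± 1693 CPM in *NOS2*+ and 4559.9 ± 858 CPM in *NOS2*- cells (SD, n = 12 libraries), a log2 fold change of 0.83 (standard error 0.12, edgeR adjusted p = 3.4e-05), higher in 12 of 12 libraries. *ICAM1* had a log2 fold change of 0.73 (standard error 0.15, edgeR adjusted p = 0.00081), *CXCL1* a log2 fold change of 2.22 (standard error 0.17, edgeR adjusted p = 7.2e-08) and *GBP2* a log2 fold change of 0.37 (standard error 0.13, edgeR adjusted p = 0.036), higher in 11 of 12, 12 of 12 and 11 of 12 libraries. In ductal-like cells alone the log2 fold change was 0.22 for *SOD2*, 0.16 for *ICAM1*, 0.80 for *CXCL1* and 0.30 for *GBP2*, and none of the 4 passed by edgeR. *GBP2* also did not pass without replicates 1, 2 and 3 in turn (edgeR adjusted p = 0.12, 0.18 and 0.087) or by DESeq2 (DESeq2 adjusted p = 0.071). Without the library as a block neither *GBP2* nor *ICAM1* passed (edgeR adjusted p = 0.68 and 0.086). With doublets removed *GBP2* still passed (edgeR adjusted p = 0.034). No difference was detected in 3 other genes, of which *IRF1* had a log2 fold change of 0.23 (standard error 0.14, edgeR adjusted p = 0.23), *CXCL10* a log2 fold change of 0.39 (standard error 0.28, edgeR adjusted p = 0.32) and *GBP5* a log2 fold change of -0.14 (standard error 0.24, edgeR adjusted p = 0.71). *GBP1* was lower in *NOS2*+ cells, with a log2 fold change of -0.64 (standard error 0.18, edgeR adjusted p = 0.0096), in 11 of 12 libraries. Its log2 fold change was -0.38 without replicate 1 and -0.014 in ductal-like cells alone, and no longer passed. *GBP4* had a log2 fold change of -0.07 (standard error 0.17, edgeR adjusted p = 0.95).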

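All 77 ribosomal protein genes had a log2 fold change below 0 in *NOS2*+ relative to *NOS2*- non-endocrine cells, with a median of -0.26, and 8 of the 1490 genes called lower by edgeR encode ribosomal proteins. DESeq2 called 42 of the 77 lower. In libraries with at least 10 *NOS2*+ cells, edgeR called 1, the median was -0.13 and 15 of the 77 were above 0. Without replicate 1, 2 and 3 it called 33, 1 and 1, and 5 were above 0 without replicate 2. Without the library as a block 2 were called and 3 were above 0. In ductal-like cells alone 0 were called and 1 was above 0, with a median of -0.14. Their share of UMIs was 10.1% ± 2.40 in *NOS2*+ and 12.4% ± 1.51 in *NOS2*- cells (SD, n = 12 libraries), lower in 11 of 12 libraries, with a mean difference of -2.36 percentage points (permutation p = 0.016). Within ductal-like cells the difference was -1.40 points, lower in 10 of 11 libraries (permutation p = 0.013). Over all non-endocrine cells it was -2.0 points without replicate 2, no longer past the spread between libraries (exact permutation test, p = 0.15), and without replicate 3 -1.84 points (exact permutation test, p = 0.12).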

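In *NOS2*+ relative to *NOS2*- non-endocrine cells, *RPL5* had a log2 fold change of -0.42 (standard error 0.13, edgeR adjusted p = 0.021), lower in 11 of 12 libraries, and ranked 4 by p among the ribosomal protein genes. *RPLP1* was first, with a log2 fold change of -0.51 (edgeR adjusted p = 0.0042). *RPS2* also passed, a log2 fold change of -0.48 (standard error 0.16, edgeR adjusted p = 0.026). In ductal-like cells alone the values were -0.21 for *RPL5* and -0.12 for *RPS2*, and neither passed. Neither passed without replicate 2 (edgeR adjusted p = 0.16 and 0.24) or without replicate 3 (edgeR adjusted p = 0.17 and 0.15). The same held without the library as a block (edgeR adjusted p = 0.074 and 0.11) and with at least 10 *NOS2*+ cells (edgeR adjusted p = 0.086 and 0.13). Both passed without replicate 1 and by DESeq2. *RPL6* (-0.33), *RPL7A* (-0.33), *RPL3* (-0.31), *RPS3A* (-0.37), *RPS6* (-0.16) and *RPL26* (-0.28) were lower on the log2 scale and did not pass.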

While *RPL5* was not the most differentially expressed ribosomal protein between the 2 non-endocrine cell populations, it was still among those of this category that were different (Figure 8D). To test the hypothesis that this gene might predict cytokine responsiveness in the non-endocrine cells of the islet, we divided this population into “*RPL5^hi^*” and “*RPL5^low^*” subsets, using an expression level of 2.5 as our cutoff (Figure 8E). Nearly 60% of the non-endocrine cells fell into the “*RPL5^hi^*” category, while the remaining 40% fell into the “*RPL5^low^*” category (Figure 8F). 

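Of the non-endocrine cells, 59.1% were *RPL5 hi* (95% confidence interval 58.2 to 60.1%), and 58.2 to 60.4% in the 3 replicates. With a cutoff of 2 the share was 81.1%, with 3 it was 26.8%, and with cells thinned to 2000 UMIs 49.1%. It was 93.6% in mast cell-like, 80.0% in fibroblast-like, 45.5% in ductal-like and 23.3% in macrophage-like cells, so the division also separates cell types.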

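Between 6039 *RPL5 hi* and 4172 *RPL5 low* non-endocrine cells, summed in 23 libraries, 6636 of 10738 genes differed by edgeR, 3088 higher and 3548 lower in *RPL5 hi* cells. Without replicate 3, 4199 differed, and with cells thinned to 2000 UMIs 1632 of 4747. The largest differences in 23 of 23 libraries were in genes of cell types, *TPSAB1* (5.08), *CPA3* (4.61) and *TPSB2* (4.42) of mast cells and *MSR1* (-4.01) and *LILRB3* (-3.97) of macrophages, as log2 fold changes. With the cutoff at the median of each library and cell type, chosen after the data were seen, 2874 genes differed. Of these, 2342 also differed with the cutoff of 2.5, 134 of them in the opposite direction.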

Differential expression analysis identified 5,391 genes that were significantly different between the 2 populations (Table S9). Among those that were higher in the *RPL5^low^* population were IL-1β-stimulated genes *SOD2* and *ICAM1*, IFN-stimulated genes *IRF1* and *CXCL10*, and antiviral guanylate-binding proteins *GBP1, GBP2, GBP4*, and *GBP5* (Figure 8B). Together, our analysis of the non-endocrine cells of our dataset demonstrates that high expression of genes encoding ribosomal proteins is negatively associated with cytokine responsiveness in all islet cell types.

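In *RPL5 hi* relative to *RPL5 low* non-endocrine cells, *SOD2* had a log2 fold change of -0.73 (standard error 0.10, edgeR adjusted p = 4.7e-07), and stood at 2697 ± 1759 against 4182 ± 2447 CPM (SD, n = 23, a spread that includes the treatments). The log2 fold change was -1.03 (standard error 0.12, edgeR adjusted p = 2.1e-08) for *ICAM1*, -0.36 (standard error 0.07, edgeR adjusted p = 5.9e-05) for *IRF1* and -1.25 (standard error 0.37, edgeR adjusted p = 0.0051) for *CXCL10*. It was -0.36 (standard error 0.12, edgeR adjusted p = 0.0085) for *GBP1*, -0.34 (standard error 0.08, edgeR adjusted p = 0.00094) for *GBP2*, -0.86 (standard error 0.14, edgeR adjusted p = 1.1e-05) for *GBP4* and -1.34 (standard error 0.18, edgeR adjusted p = 4.8e-07) for *GBP5*. *GBP1* was lower in *RPL5 hi* cells in 16 of 23 libraries and the others in 18 or more of 23. These libraries include those without a cytokine, which are not given apart.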

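The summed CPM of the 8 cytokine-induced genes was lower in *RPL5 hi* than in *RPL5 low* non-endocrine cells in 15 of 17 cytokine-treated libraries, by a mean log2 ratio of -0.54 (SD 0.35, two-sided permutation test, p = 8e-05). With the cutoff at the median of each library and cell type the ratio was -0.27 (SD 0.17, permutation p = 4e-05), smaller but lower in 16 of 17 libraries. From these genes and from the lower ribosomal protein expression of *NOS2*+ cells, the paper concludes that high ribosomal protein expression goes with a weaker cytokine response in all islet cell types.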

**Figure 8.**
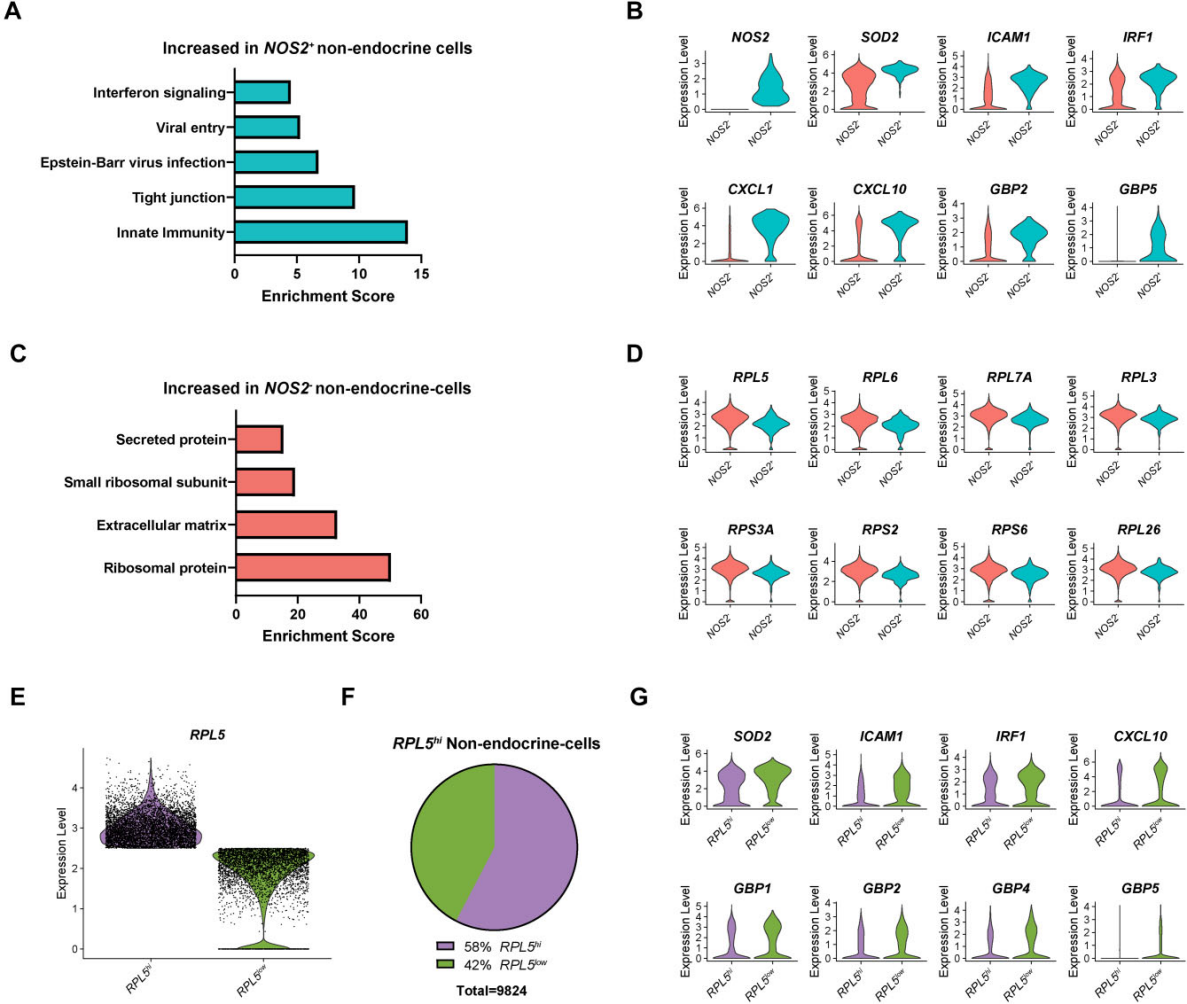
High expression of *RPL5* predicts failure to respond to cytokines in non-endocrine cells. (A and C) Enriched categories of genes increased in human non-endocrine cells expressing *NOS2* compared to those non expressing *NOS2* (A) or vice versa (C). (B and D) Violin plots showing the expression level of selected genes in human non-endocrine cells expressing *NOS2* compared to those not expressing *NOS2*. (E) Violin plot showing expression level of *RPL5* in human non-endocrine cells with “high” *RPL5* expression (*RPL5^hi^*) compared to those with “low” *RPL5* expression (*RPL5^low^*). (F) Pie chart showing the percentage of *RPL5^hi^* and *RPL5^low^* non-endocrine cells. (G) Violin plots showing the expression level of selected genes in *RPL5^hi^* non-endocrine cells compared to *RPL5^low^* non-endocrine cells.

### Donor Cellular Stress and Cytokine Responsiveness

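Each donor gave 1 islet preparation, so no test between donors was made, and values are given per donor within a treatment. The libraries of Donor 1 were also made with another kit version and filtered at a lower maximum number of genes per cell than those of Donors 2 and 3. β-like cells were compared instead of all cells, because the mix of cell types differed between the donors. Treatments with a library of all 3 donors were used.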

To determine potential differences in cytokine responsiveness among our 3 donors, we first determined markers that were enriched in each of our 3 samples using all cells captured (Table S10). Genes encoding ribosomal proteins, including *RPL5, RPS10, RPS18, RPL8*, and *RPS8*, as well as genes encoding heat shock proteins, like *HSPA1A, HSPA1B, HSP90AA1, HSP90AB1*, and *HSPB1*, were significantly higher in cells from Donor 1 compared to cells from the other 2 donors (Figure 9A). 

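In β-like cells, the log2 CPM of Donor 1 minus the mean of Donors 2 and 3 was averaged over 7 treatments. For *RPL5* it was 0.49 (SD over treatments 0.18), and Donor 1 was highest in 7 of 7 treatments. It was 1.02 for *RPS10*, 0.95 for *RPS18* and 0.48 for *RPL8*, each highest in Donor 1 in 7 of 7 treatments. Among heat shock protein genes it was 1.66 for *HSPA1A* (SD 0.71), 1.32 for *HSPA1B* and 1.46 for *HSPB1*, highest in Donor 1 in 7 of 7, and 0.44 for *HSP90AA1* and 0.31 for *HSP90AB1*, highest in 5 and 5 of 7. TMM normalization, which multiplies all genes of a library by 1 factor, raised these differences by about the same amount, to 0.79 for *RPL5*, 1.96 for *HSPA1A* and 0.60 for *HSP90AB1*. With the wider cell filter applied to all donors, the difference was 0.72 for *RPL5* and 1.03 for *HSPA1A*, and -0.02 for *HSP90AB1*, which changed direction.

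**Figure D5:**
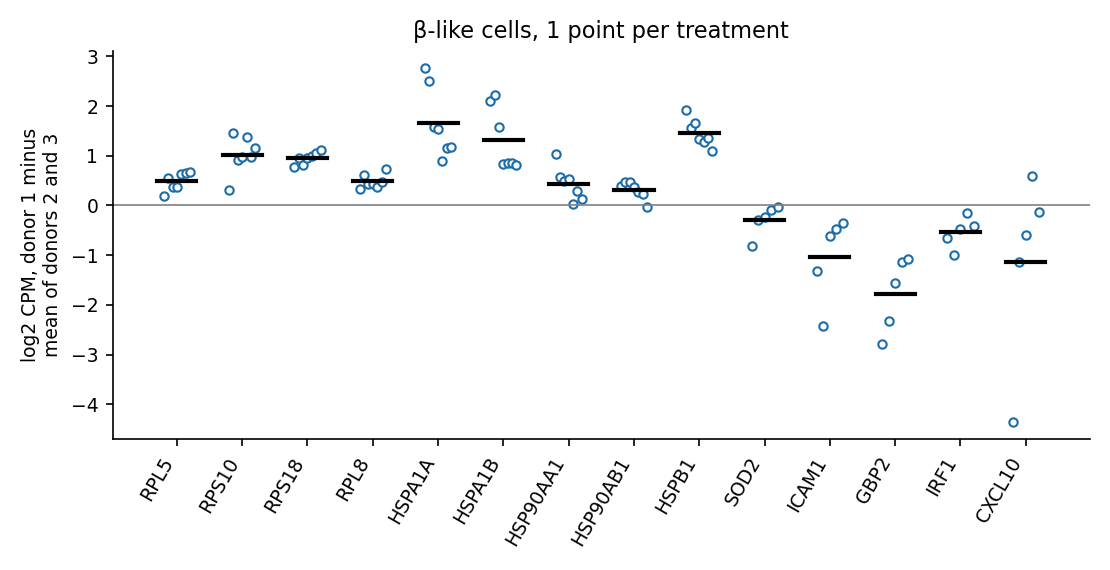
Log2 CPM of Donor 1 minus the mean of Donors 2 and 3 in β-like cells (vertical axis) by gene (horizontal axis), with 1 point per treatment, 7 for the first 9 genes and 5 cytokine treatments for the last 5, and a black bar at the mean. Points above 0 are higher in Donor 1, and the widest spread is that of *CXCL10*, from -4.35 to 0.58.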

Importantly, cells from Donor 1 were less responsive to cytokines compared to the cells from the other 2 donors. This was evidenced by reduced expression of IL-1β-stimulated genes *SOD2* and *ICAM1*, antiviral guanylate binding protein *GBP2*, and IFN-stimulated genes *IRF1* and *CXCL10* (Figure 9B–F). 

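Over the 5 treatments with a cytokine and a library of each donor, the log2 CPM in β-like cells of Donor 1 minus the mean of Donors 2 and 3 was -0.30 for *SOD2* (SD 0.31), lowest in Donor 1 in 2 of 5 treatments. The difference was -1.04 for *ICAM1* (SD 0.86) and -1.78 for *GBP2* (SD 0.75), each lowest in Donor 1 in 5 of 5 treatments. For *IRF1* it was -0.54 (SD 0.31), lowest in 4 of 5, and for *CXCL10* -1.13, smaller than its SD of 1.91 over treatments. With TMM normalization each of these differences moved up by about the same amount, to -0.003 for *SOD2*, -0.24 for *IRF1*, -0.75 for *ICAM1*, -1.48 for *GBP2* and -0.84 for *CXCL10*. All but that of *GBP2* were then smaller than their SD. From the lower cytokine-stimulated genes of Donor 1, the paper concludes that this donor responded less to cytokines.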

Interestingly, Donor 1 died from head trauma while the other 2 donors died from either a stroke or an anoxic event (Figure 1A). While our sample size is too small to make robust conclusions, these observations suggest that differences in donor characteristics, such as cause of death, may underly differences in cellular stress and islet cytokine responsiveness.

**Figure 9.**
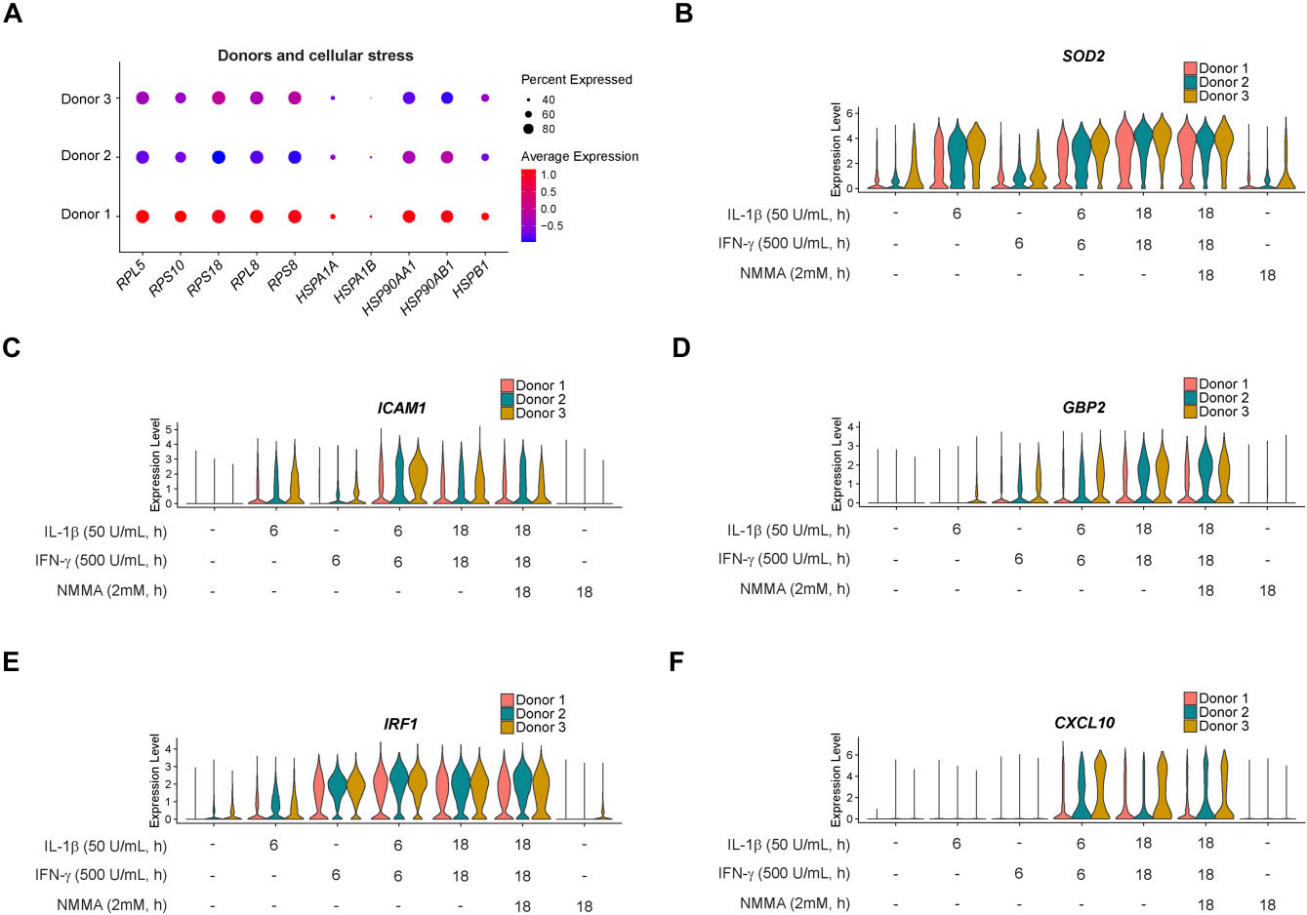
Donor cellular stress levels and cytokine responsiveness. (A) Dot plot showing the expression levels of and percentage of cells from each of the 3 donors expressing selected ribosomal proteins and heat shock proteins. (B–F) Split violin plots showing the expression of *SOD2* (B), *ICAM1* (C), *GBP2* (D), *IRF1* (E), and *CXCL10* (F) in response to cytokine stimulation in human islets from each of the 3 donors. All genes shown have *P*-values < 1 × 10^−15^.

## Discussion

The inflammatory cytokine IL-1β is primarily thought to damage pancreatic β-cells due to observations that IL-1β and IL-1β-derived nitric oxide inhibit mitochondrial oxidation and glucose-stimulated insulin secretion and cause DNA damage.^8–13^ However, we have recently shown that there are physiological roles for IL-1β and nitric oxide signaling in β-cells that include the stimulation of antiviral and protective genes by IL-1β and inhibition of viral replication by nitric oxide.^14–17^ Because these studies were performed using mouse islets and because differences in the responses of mouse and human islets to IL-1β have been reported,^23–25^,^30^,^31^ here, we aimed to test the hypothesis that IL-1β stimulates protective genes in human pancreatic islet endocrine cells.

We found that gene expression changes in both β-cells and endocrine non-β-cells following cytokine exposure were markedly blunted in the human islets compared to our previous observations in mouse islets (Figures 2 and 3).^14^,^15^ This was evident not only by a smaller percentage of cells expressing *NOS2* but also by a smaller percentage of differentially expressed genes. However, when we computationally isolated the β-cells and the endocrine non-β-cells with detectable *NOS2* expression and compared them to cells without detectable *NOS2* expression, we observed significantly higher expression of known cytokine-stimulated genes, including IL-1β-stimulated antiviral guanylate-binding proteins *GBP2* and *GBP5* (Figure 4). This critical observation suggests that, although the global response to cytokine stimulation is blunted in the human islet endocrine cells assayed here, a small percentage of them respond to IL-1β by increasing protective gene expression. It also suggests that there may be a common feature of the *NOS2*^−^ cells preventing them from responding to cytokines. The identification of these 2 populations of cells (*NOS2*-expressing and *NOS2* non-expressing) was only possible because of our single-cell approach. It is also worth noting that our use of the minimum cytokine concentrations necessary to stimulate nitric oxide production in human islets may have led us to underestimate the size of the *NOS2*^+^ population.^12^,^40^ In other words, “cytokine responsiveness” may have increased if we had used higher concentrations of the cytokines. However, the concentrations used here are still greater than those used in our previous mouse islet studies, indicating that, even at higher cytokine concentrations, human islets are still less responsive to cytokines than mouse islets.^14^,^15^

By comparing *NOS2*^+^ and *NOS2*^−^ populations of β-cells (Figure 5), endocrine non-β-cells (Figure 7), and non-endocrine cells (Figure 8), we identified a common association among all *NOS2*^−^ populations: higher expression of genes encoding ribosomal proteins than the respective *NOS2*^+^ population. This difference was particularly striking in β-cells where nearly 60% of the genes that were significantly enriched in the *NOS2*^−^ population encoded ribosomal proteins (Figure 5B). We further demonstrated that expression of ribosomal protein L5 (*RPL5*) is negatively correlated with expression of an IL-1β-regulated gene, *SOD2*, and is positively correlated with expression of “stress” genes heat shock protein 70 (*HSPA1A*) and CHOP (*DDIT3*) (Figure 5D–F). Most importantly, high expression of *RPL5* predicted failure to respond to cytokine stimulation in β-cells (Figure 6), endocrine non-β-cells (Figure 7), and non-endocrine cells (Figure 8), suggesting that *RPL5* may provide a novel marker of “cellular stress” in human islets.

This association between cellular stress and blunted cytokine signaling is consistent with previous observations by us and others that induction of heat shock stress or ER stress prevents iNOS expression following cytokine stimulation in rodent and human islets.^30^,^33–35^ In our previous scRNA-seq studies using mouse islets, we observed populations of β-cells characterized by high expression of heat shock and ribosomal proteins that failed to respond to IL-1β and IFN-γ exposure by increasing *Nos2* mRNA, further emphasizing this negative relationship between cellular stress and cytokine signaling.^14^,^15^ It is critical to emphasize that cells in the current study with high expression of *RPL5* had lower expression not only of IL-1β-stimulated genes (like *SOD2* and *ICAM1*) but also had blunted expression of IFN-stimulated genes (like *IRF1, CXCL10*, and *STAT1*). This observation demonstrates that the negative effects of cellular stress on cytokine signaling are not limited to IL-1β but apply to cytokine responses more broadly, consistent with previous studies.^34^,^35^

We are not the first to report evidence of high levels of cellular stress in human islet preparations.^30^,^31^,^41–43^ However, the cause of this stress remains unclear. Some have suggested that the stress may originate during the cold storage time following organ explantation or during the process of islet isolation.^43–45^ Others have suggested that islets exhibit cellular stress even before the islet isolation process.^46^ Here, we observed differences in cytokine responsiveness among our 3 islet samples that were correlated with differences in expression levels of genes encoding ribosomal proteins and heat shock proteins (Figure 9A). Interestingly, islets from the donor who died from head trauma (Donor 1) had higher levels of “stress-associated” genes and had a blunted cytokine response compared to islets from the donors who died from a stroke or an anoxic event (Figure 9B–F). This observation is consistent with the documented induction of a “cytokine storm” following traumatic brain injury in patients.^47^,^48^ This systemic cytokine release likely leads to local nitric oxide production in the islet microenvironment, which is known not only to stimulate expression of heat shock proteins, but also to blunt subsequent cytokine signaling in the β-cell.^33^,^34^ While our sample size here is too small to make any definitive conclusions, we would like to suggest that donor cause of death may contribute to cellular stress levels and cytokine responsiveness of human islet preparations. However, we cannot exclude the possibility that factors other than donor cause of death contributed to differences in stress levels observed among our 3 islet samples. Additional factors include different genetic and phenotypic makeup, disease profiles, usage of pharmaceuticals of donors, as well potential differences in variables associated with islet isolation, from cold storage time of donor pancreas to days in culture. Finally, it is possible that human islets intrinsically express higher levels of stress-response genes than rodent islets. Indeed, Welsh *et al*. observed that human islets express higher levels of HSP70 than rat islets even following 4 wk of transplantation.^31^

Regardless of the cause of the stress that is so common to cadaveric human islets, we postulate that these high levels of stress may explain reported differences between the responses of human and rodent β-cells to cytokines.^23–25^ The observation presented here that β-cells with lower expression of a stress-associated gene (*RPL5*) respond to cytokines in the same manner as rodent β-cells (by increasing expression of antiviral guanylate-binding proteins) strongly suggests that cellular stress characteristic of many human islet preparations has prevented a complete understanding of the cytokine responses of human β-cells. As human islets are increasingly being used in cytokine studies, our findings indicate that it is imperative to assess expression of “stress” genes, like *RPL5* and *HSPA1A*, before making conclusions regarding the effects, or lack of effects, of cytokines on human β-cell viability and function.

## Supplementary Material

zqae015_Supplemental_Files

## Data Availability

Sequencing data from this publication have been deposited in NCBI GEO database under accession number GSE251730.

# Supplementary material for: Single Cell RNAseq Analysis of Cytokine-Treated Human Islets: Association of Cellular Stress with Impaired Cytokine Responsiveness
**Source:** Function (Oxf). 2024 Mar 27;5(4):zqae015. doi: 10.1093/function/zqae015
**Supplement:** zqae015_Supplemental_Files

**
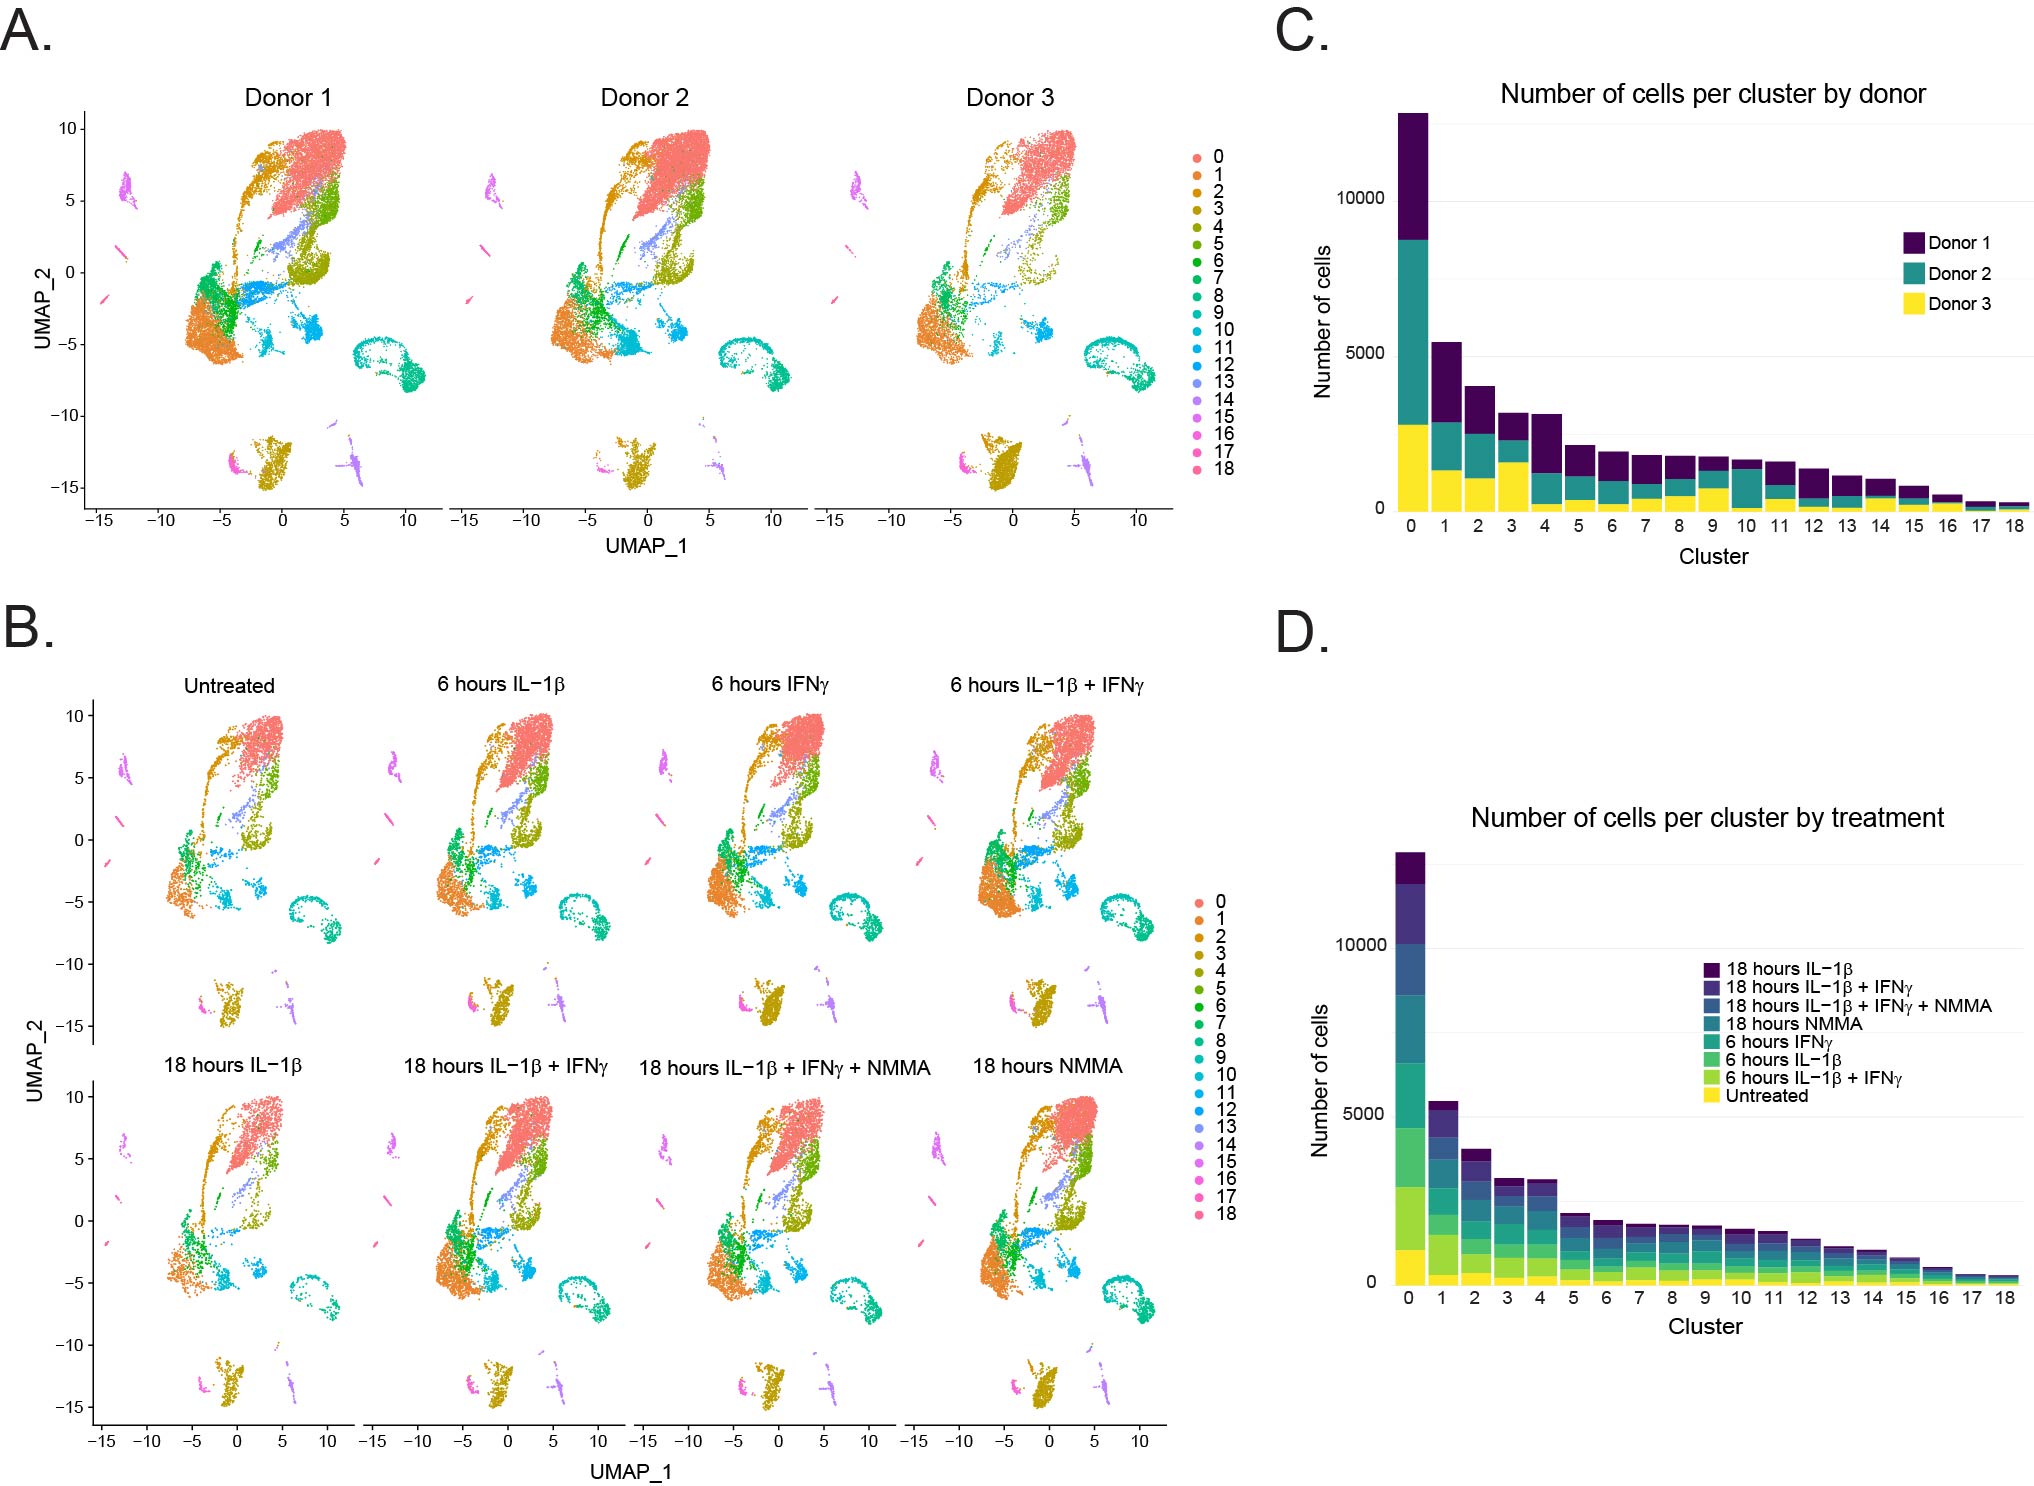
**

**Figure S1: Distribution of clusters by donor and by treatment. (A-B)** Split UMAP plots showing the contribution of cells to each cluster based on donor of origin (A) or by experimental treatment (B). Cluster identity is shown to the right of the plot. **(C-D)** Stacked bar plots showing the number of cells from each donor (C) or from each experimental treatment group (D) in each cluster.

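Of the cells that passed the filter, 19366 came from Donor 1, 16708 from Donor 2 and 11028 from Donor 3. The number of cells per donor in a cluster follows these totals as well as the makeup of each preparation, and the number per treatment follows the number of cells captured.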

**
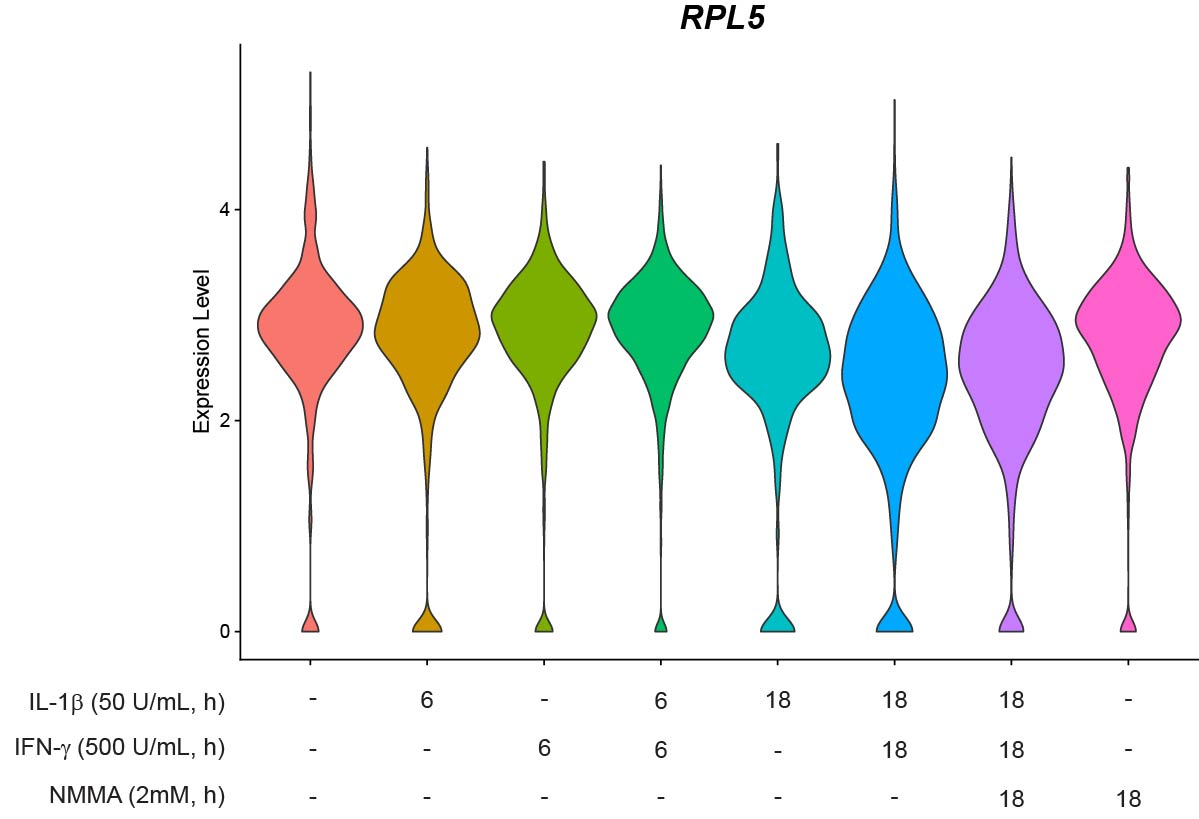
**

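On the log-normalized scale of the violin plots, the median of *RPL5* over *NOS2*- β-like cells, averaged over libraries, was 2.90 ± 0.0578 in untreated libraries (SD, n = 3) and 2.42 ± 0.277 after 18 h of IL-1β + IFN-γ. After 6 h it was 2.83 with IL-1β, 2.90 with IFN-γ and 2.84 with both. The number of *NOS2*- β-like cells ran from 396 with IL-1β for 18 h to 2292 with both cytokines for 6 h.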

**Figure S2: *RPL5* expression in *NOS2^-^* β-cells.** Violin plot showing the expression of *RPL5* in β-cells not expressing *NOS2* (*NOS2^-^*) in response to each experimental treatment.

**
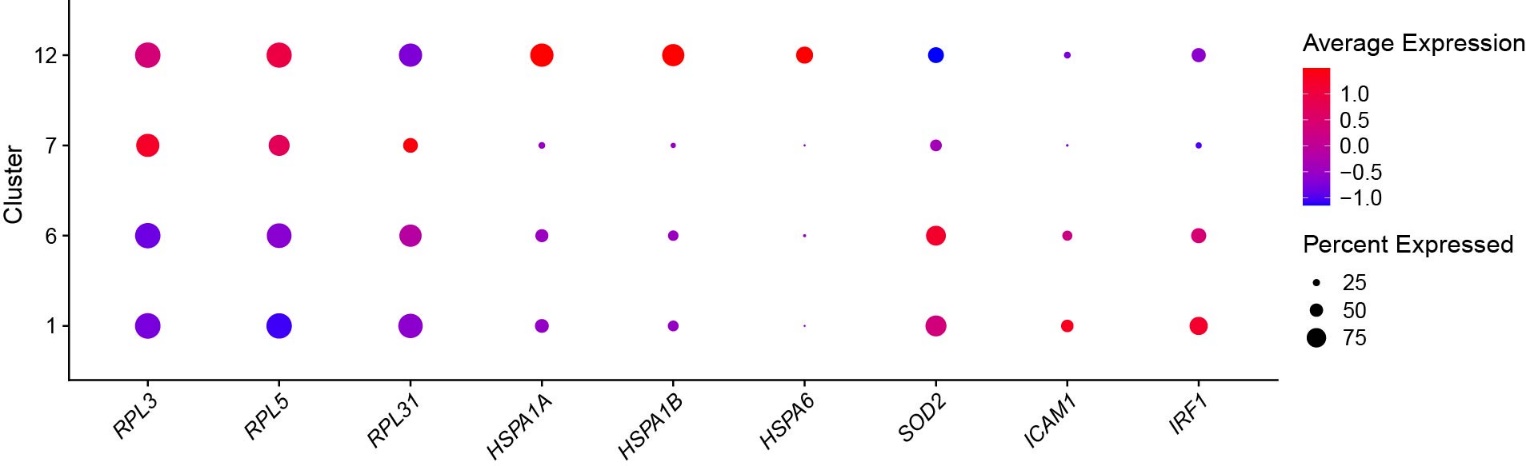
**

**Figure S3: Genes of interest in β-cell clusters.** Dot plot showing the expression levels of and percentage of cells from each of the four β-cell clusters expressing selected ribosomal proteins, heat shock proteins, and cytokine-stimulated genes.

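A dot plot of this kind gives 2 values for each gene and cluster, the share of cells with a UMI of the gene and the scaled mean of its log-normalized values. The share can rise with the number of UMIs per cell, so clusters of deeper and shallower cells can differ in it for this reason alone. The 4 β-cell clusters were not rebuilt, because ribosomal protein and cytokine-regulated genes were kept out of the clustering used for the values given with Figures 2 to 9.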

How the deposited data were processed for this re-analysis (not part of the article)

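Islets of 3 donors were left untreated or treated with IL-1β, IFN-γ or both for 6 h, or with IL-1β, both cytokines, both cytokines and NMMA, or NMMA for 18 h, and dispersed cells were sequenced as droplet libraries of the 3′ ends of RNA. The samples were taken to conditions and replicates from the sample annotations, and doses and kit versions from the paper. There were 23 libraries, 3 per condition and 2 for 18 h of IL-1β. The replicate number is the donor. Replicate 1 differs from replicates 2 and 3 in the kit version and in the cell filter of the paper. Donor and kit cannot be told apart in any comparison between replicates. The filter could be varied, and that of replicates 2 and 3 was applied to all as an alternative.

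The authors aligned reads to hg38 and counted them with CellRanger (version 6.0.0 in the file header), and deposited 1 matrix of UMI counts per library, without normalization and before their cell filter. A UMI count is the number of distinct molecules seen for a gene in a cell, so copies made by amplification are counted once. Cells had been called by CellRanger. The matrices hold 70236 barcodes, as the paper states. The total per library ran from 14843756 to 68876083 UMIs, and from 52903984 to 68876083 in replicate 1, 30607356 to 48659281 in replicate 2 and 14843756 to 41425029 in replicate 3. The median UMI count per kept cell of a library lay between 6007 and 16163. Libraries of replicate 1 held more barcodes and, after the cell filter, a lower median of UMIs per cell than the others. Before the filter these medians overlapped between the replicates.

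The cell filter of the paper was applied as stated, at 200 to 3500 genes and up to 10% mitochondrial UMIs in replicate 1 and 200 to 5500 genes and up to 15% in replicates 2 and 3. It left 47102 cells, against 47121 in the paper. Counts were scaled to 10000 UMIs per cell and the natural log of 1 plus the scaled value was taken. Each replicate was clustered on its own by the Leiden method (leidenalg 0.10.2, igraph 0.11.9) on a graph of shared neighbours, with 2000 variable genes, 30 principal components, 20 neighbours and a resolution of 1. Marker genes of cell types were added to the variable genes. Ribosomal protein, heat shock and mitochondrial genes and the genes of Tables S2 and S3 were kept out of them unless they are markers. A cluster took the name of the type with the highest mean marker score if at least 3 of its markers were detected and no other type had more markers among the 10 genes with the largest fold, and stayed without a name otherwise, or if its cells were shallow and held none of its markers there. The endocrine non-β-like class holds α-, δ-, PP- and epsilon-like cells, and the non-endocrine class the cells of the other named types. This differs from the clustering of all replicates together in the paper, which used Seurat.

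Doublets were not removed in the main values, as in the paper beyond its limit on genes. For an alternative, 2 doublets per cell were simulated in each library, cells were scored by the share of simulated doublets among their neighbours, and the cells with the highest scores were marked at an assumed rate of 0.8% per 1000 barcodes of the library. The number of marked cells thus follows from the rate, and doublets of cells of 1 type are not found in this way.

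UMI counts were summed per library and class, for libraries with at least 20 cells of the class, and the sums were compared in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1) with TMM normalization, after its filter on low counts by condition. All libraries of a class entered 1 fit, with no block for the replicate, and p values were adjusted over all genes tested by the method of Benjamini and Hochberg, with a threshold of 0.05 and no minimum fold change. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Where the sums of a group held no count of a gene, the fold is a lower bound against a floor of 3 counts over the libraries of that group together. CPM values are counts scaled to a common total of UMIs of the class in each library, without TMM. Cells with at least 1 *NOS2* UMI were compared with the others in libraries with at least 5 of them, and cells above and at or below a log-normalized *RPL5* value of 2.5 in libraries with at least 20 cells on each side, with the library as a block and *NOS2* or *RPL5* left out. The difference between β-like and endocrine non-β-like responses was tested as an interaction of class and treatment with the library as a block.

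The share of UMIs on the 77 ribosomal protein genes and the summed CPM of 8 cytokine-induced genes were compared within libraries by two-sided permutation tests that flip the sign of each library, exact below 10 libraries and with 100000 resamples otherwise. The smallest p that 100000 resamples can give is 1e-05. Correlations are Pearson's r over cells of 1 library with a UMI of both genes, for libraries with at least 20 such cells, and the mean over libraries was tested in the same way. Intervals of shares of cells are exact binomial intervals (Clopper-Pearson) at 95% and cover counting error only. The limit beside a count of 0 is 3 divided by the number of cells. To compare cells of different depth, each cell was thinned at random to 2000 UMIs and shallower cells were left out. Expression between donors was compared without a test, since there was 1 preparation per donor. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used.

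The replicate numbers pair the libraries, since the paper states that each replicate came from 1 donor. As a check, deviations of log2 CPM from the condition means were correlated between the libraries of a comparison. With the same number, r ran from 0.28 to 0.72 in β-like, 0.45 to 0.72 in endocrine non-β-like and 0.39 to 0.62 in non-endocrine cells over 20 pairs each. Between libraries with other numbers it was below 0 on average, as centring on the condition mean makes it. Replicates of a condition come from different donors, so each library of a condition was counted as a separate sample. The same donors recur in every condition, and the main fit does not use this pairing. With the donor as a block, the common coefficient of variation fell from 25.4% to 10.0% in β-like cells. In endocrine non-β-like cells it fell from 26.2% to 9.90%. The counts of the main fit thus include the spread between donors, and those with the block are given beside them. As a check against a library deposited again under another number, their β-like sums were compared, and the mean chi-square per gene was at least 6.48 over 22 pairs.

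The tests were tried on simulated counts drawn from the means, spreads and library sizes of the sums, with 200 genes changed by 0.5, 1, 2 or 3 on the log2 scale. For the comparison of treatments the libraries were drawn independently, with no donor effect shared between conditions. For 18 h of both cytokines, 68.0% of genes changed by 2 were called in β-like and 74.0% in endocrine non-β-like cells, and 1.1% and 3.8% of all calls were of genes that had not been changed. For *NOS2*+ against *NOS2*- β-like cells these values were 98.0% and 6.8%.

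The genes named are, by a rule fixed before the data were examined, every gene the paper names for human islets and, for each comparison, the 5 genes with the largest absolute log2 fold change among those past the threshold and changed the same way in every replicate or library pair. Values in the tables of the paper had been seen by then. Where a comparison called 5 genes or fewer, all of them were named after their values had been seen. Genes that mark the sex of a donor were left out of every list, and a few of the genes the paper names are not reported here. Genomic positions are those of GENCODE release 44 on hg38, matched by gene identifier.

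Before the data were examined, the following alternatives were set. They are the donor as a block, the library left out as a block, DESeq2 1.42.0 in place of edgeR, the size factors of DESeq2, no filter on low counts, only the 2 conditions compared in the fit, one cell filter for all replicates, doublets removed, classes set cell by cell, a clustering resolution of 2, each replicate left out in turn, *NOS2*- cells matched on depth, at least 10 *NOS2*+ cells per library, *RPL5* cutoffs of 2 and 3 and at the median of a library, thinned cells, shares with induced and hormone genes or ribosomal protein genes left out of the total, and correlations over all cells of a class or over all libraries together. Equal numbers of cells and UMIs in both endocrine classes, α-like cells only, ductal-like cells only, the median of *RPL5* within library and cell type, divisions by *HSPA1A* and by the ribosomal protein share and the class differences at 6 h were added after the data were seen. For each comparison, other splits of the same libraries were also tested, all 10 of 3 libraries against 3, and 100 and 30 drawn ones for the comparisons by *NOS2* and by *RPL5*.

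Several things were left out. Tables S1 and S4 to S9 were held only in part, so no overlap or enrichment was computed on them. The functional annotation of the paper, made with DAVID, was not repeated. The 19 clusters of Table S1 and the figures that follow them were not rebuilt. Mouse islet data were not analysed here. Details of the donors are not reported. Clusters of cells with no name, 2570 cells, entered no class.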

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

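The equal draws, α-like cells alone, the other splits of the libraries, every test for 6 h of IFN-γ and the tests on *NOS2* UMIs by cell type were chosen only after the results they bear on had been seen. For 18 h of both cytokines, DESeq2, the fits without a replicate and the fit without the library block were set before the data were examined.

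The response to 18 h of IL-1β + IFN-γ differed between β-like and endocrine non-β-like cells in 102 of 15276 genes (edgeR, interaction of class and treatment with the library as a block, adjusted p below 0.05). These genes were examined because the same treatment gave different changes in the 2 classes, and the paper describes the classes separately. In 64 of the genes the change was larger in β-like cells and in 38 it was larger in endocrine non-β-like cells, and in 30 the fitted changes went in opposite directions. The response of *RSAD2* in β-like cells minus that of endocrine non-β-like cells was 4.38 (standard error 1.02, edgeR adjusted p = 0.046) on the log2 scale, and the same difference was -3.19 (standard error 0.74, edgeR adjusted p = 0.045) for *SGK1*, -2.92 (standard error 0.53, edgeR adjusted p = 0.0091) for *TNFRSF10B* and -4.89 (standard error 0.99, edgeR adjusted p = 0.021) for *MMP7*, each in this direction in 3 of 3 replicates. *OASL* was also called, in 3 of 3 replicates, and has no count in untreated β-like cells, so no size is given. DESeq2 called 160 genes, 86 of them the same. Without replicates 1, 2 and 3 in turn, 62, 11 and 17 genes were called. Without the library as a block there were 0, with 672 at an unadjusted p below 0.05.

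Unequal numbers of cells and UMIs were tested by drawing as many of each from both classes, and 48 genes were then called, 44 of them among the 102, which argues against depth as the whole cause. A mix of α-, δ- and PP-like cells in the endocrine non-β-like class was tested with α-like cells alone, where 148 genes were called and 99 were among the 102. With the 6 libraries divided into 3 and 3 in the 10 possible ways, only the real one gave as many (1 of 10, at most 1 gene in the others), but 10 splits are too few to exclude chance at 0.05. Like the real one, 3 of the others placed 1 library of each donor on each side, and these gave 0 genes by edgeR. The other 6 placed both libraries of some donors on 1 side. A difference in the biology of the cell types remains open and untested, as do RNA of one cell type carried into droplets of another and the small number of donors.

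With IFN-γ for 6 h the responses of the 2 classes differed in 4 genes, namely *PARP14*, with a difference of 1.39 (standard error 0.21, edgeR adjusted p = 0.0084) on the log2 scale, *ZC3HAV1*, with 1.21 (standard error 0.18, edgeR adjusted p = 0.0084), *SEPHS2*, with 0.99 (standard error 0.17, edgeR adjusted p = 0.021), and *OASL*, given without a size for the reason above. All 4 responses were larger in β-like cells, in 3 of 3 replicates. Without any 1 of the 3 replicates, 0 genes were called (572, 562 and 481 at an unadjusted p below 0.05 without replicates 1, 2 and 3), and DESeq2 called 5, 3 of them the same. With equal cells and UMIs, 1 of the 4 genes was called, and with α-like cells alone 4 were. With so few genes, depth and the mix of cell types cannot be told apart from a difference between the classes. Only the real split gave as many (1 of 10, at most 1 in the others), which cannot exclude chance in this design.

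The paper gives the *NOS2*+ share of non-endocrine cells as a whole and does not divide it by cell type. After 18 h of IL-1β + IFN-γ with or without NMMA, 31.8% of 384 ductal-like cells held a *NOS2* UMI (95% confidence interval 27.1 to 36.7%), against 1.07% of 466 in libraries without cytokine. The share was 14.1% of 347 acinar-like cells (10.6 to 18.2%) against 0.187% of 536, and 13.2% of 562 PP-like cells (10.5 to 16.2%) against 0.26% of 385. The intervals cover counting error only. In the same cytokine-treated libraries, 1.67% of 5315 α-like cells held a *NOS2* UMI at a median depth of 9740 UMIs, against medians of 11830 in ductal-like, 5553 in acinar-like and 10026 in PP-like cells.

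Free *NOS2* RNA would reach all droplets alike, and the far lower share in α-like cells argues against it for the ductal-like cells. With every cell thinned to 2000 UMIs, the shares were 15.0% in ductal-like and 10.1% in acinar-like cells, against 0.577% in α-like cells, so depth alone does not account for the ductal-like share. In replicates 1, 2 and 3 the thinned shares were 13.3%, 12.5% and 25.4% in ductal-like cells and 0.147%, 0.717% and 1.33% in α-like cells. In acinar-like cells they were 7.32% of 41 cells, 0% of 37 (95% confidence interval up to 9.49%) and 14.0% of 121, and without replicate 3 the share was 3.85% of 78 (0.8 to 10.8%), against 0.444% in α-like cells. The excess of acinar-like cells after thinning was therefore seen in replicates 1 and 3, while in replicate 2 it was not detectable on so few cells. PP-like clusters were found in replicate 2 only, where 1.72% of α-like cells held a *NOS2* UMI and 5.81% of PP-like cells did after thinning. With cells marked as doublets removed, the shares were 31.4% in ductal-like, 14.2% in acinar-like and 13.2% in PP-like cells, against an interval of 1.35 to 2.06% for α-like cells with doublets kept. Among acinar-like cells that their own markers also placed there, the share was 15.5%. In replicates 1, 2 and 3 the share of acinar-like cells was 12.5%, 4.55% and 20.8%, and that of α-like cells 0.612%, 1.72% and 4.71%, and the types were not tested against each other over replicates. The PP-like value rests on 1 donor. That these types respond to the cytokines with *NOS2* more often than α-like cells remains a hypothesis, found and tested on the same cells.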

How the results depend on the processing

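Equal cells and UMIs, α-like cells only, ductal-like cells only, a cutoff within each cell type, every setting of the class differences for 6 h of IL-1β or IFN-γ, and the divisions by *HSPA1A* and by ribosomal protein share were chosen only after the data were seen, and the other settings before the data were examined.

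The number of genes changed in β-like cells was 173 with IL-1β for 6 h, 192 with IFN-γ for 6 h, 749 with both cytokines for 6 h, 85 with IL-1β for 18 h, 1144 with both cytokines for 18 h, 0 by nitric oxide and 1 with NMMA alone. The number of genes changed in endocrine non-β-like cells was 830 with IL-1β for 6 h, 195 with IFN-γ for 6 h, 1400 with both cytokines for 6 h, 807 with IL-1β for 18 h, 2428 with both cytokines for 18 h, 5 by nitric oxide and 9 with NMMA alone. The number of genes that differed between *NOS2*+ and *NOS2*- cells was 451 in β-like cells, 1046 in endocrine non-β-like cells and 2981 in non-endocrine cells. The number of genes that differed between *RPL5 hi* and *RPL5 low* cells was 2608 in β-like cells, 4912 in endocrine non-β-like cells and 6636 in non-endocrine cells. The number of genes that differed between the responses of β-like and endocrine non-β-like cells was 102 to both cytokines for 18 h, 0 to IL-1β for 6 h and 4 to IFN-γ for 6 h. Under the alternatives, 157 of 271 recomputed counts lay within 1.5 times these, 28 were higher and 86 lower. Of 148 recomputed values of 27 single measures, 120 kept their direction and their side of the threshold or moved by less than the spread. Of 12009 recomputed fold changes of named genes, 11280 kept both, 475 no longer passed the threshold, 222 newly passed it and 24 changed direction. The cause of the changes below was not tested, except that leaving out a replicate, fitting only 2 conditions, drawing fewer cells or thinning leaves fewer libraries or counts to test with.

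With the donor as a block in the fit, the number of genes changed in β-like cells was 740 with IL-1β for 6 h, 639 with IFN-γ for 6 h, 2001 with both cytokines for 6 h, 580 with IL-1β for 18 h, 3076 with both cytokines for 18 h, 4 by nitric oxide and 31 with NMMA alone. The number in endocrine non-β-like cells was 3023 with IL-1β for 6 h, 672 with IFN-γ for 6 h, 3886 with both cytokines for 6 h, 3571 with IL-1β for 18 h, 6216 with both cytokines for 18 h, 398 by nitric oxide and 703 with NMMA alone. The share of higher genes in β-like cells was then 71.5% with IL-1β for 6 h (93.1% without it), 76.4% with IFN-γ for 6 h (95.8% without it), 63.2% with both cytokines for 6 h (78.8% without it), 70.9% with IL-1β for 18 h (92.9% without it), 58.0% with both cytokines for 18 h (71.3% without it) and 71.0% with NMMA alone (100% without it). In endocrine non-β-like cells it was 61.2% with IL-1β for 6 h (75.9% without it), 82.4% with IFN-γ for 6 h (97.9% without it), 57.1% with both cytokines for 6 h (70.9% without it), 54.4% with IL-1β for 18 h (67.2% without it) and 56.9% with NMMA alone (33.3% without it). Each replicate number stands for 1 donor, so the numbers pair the libraries. The block changed 38 calls of named genes, all of which newly passed by edgeR, and it changed no other call. In β-like cells these were *GBP1*, *GCG* and *MAFA* with IL-1β for 6 h, *GBP2* with IFN-γ for 6 h, *GCG* and *NOS2* with both cytokines for 6 h, *IAPP* and *MAFA* with IL-1β for 18 h, and *GCG*, *IAPP*, *PPY*, *RPL31*, *RPL5*, *RPL6*, *RPL7A*, *RPS3A*, *RPS6* and *SST* with both cytokines for 18 h. In endocrine non-β-like cells these were *GBP4* with IL-1β for 6 h, *ICAM1* with IFN-γ for 6 h, *IAPP*, *INS* and *SST* with both cytokines for 6 h, *CD68*, *CFTR*, *GBP4*, *GBP5*, *GCG* and *RPL3* with IL-1β for 18 h, *INS*, *RPL3*, *RPL6*, *RPS3A* and *SST* with both cytokines for 18 h, and *CXCL10*, *IAPP*, *INS* and *SST* with NMMA alone.

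With DESeq2 in place of edgeR, the number of genes changed in β-like cells was 138 with IL-1β for 18 h and 2 with NMMA alone. The number in endocrine non-β-like cells was 20 by nitric oxide and 48 with NMMA alone. The number between the responses of β-like and endocrine non-β-like cells was 160 to both cytokines for 18 h and 10 to IL-1β for 6 h. With the size factors of DESeq2 in edgeR, the number of genes changed in β-like cells was 0 with NMMA alone (597 at an unadjusted p below 0.05). Without a filter on low counts, the number of genes changed in β-like cells was 146 with IL-1β for 18 h, 1 by nitric oxide and 0 with NMMA alone (649 at an unadjusted p below 0.05). The number in endocrine non-β-like cells was 2 by nitric oxide and 2 with NMMA alone. The number between *NOS2*+ and *NOS2*- cells was 814 in β-like cells. The number between the responses of β-like and endocrine non-β-like cells was 417 to both cytokines for 18 h, 82 to IL-1β for 6 h and 72 to IFN-γ for 6 h. With only the libraries of the 2 conditions compared in the fit, the number of genes changed in β-like cells was 62 with IL-1β for 6 h, 104 with IFN-γ for 6 h, 420 with both cytokines for 6 h, 600 with both cytokines for 18 h and 0 with NMMA alone (268 at an unadjusted p below 0.05). The number in endocrine non-β-like cells was 289 with IL-1β for 6 h, 121 with IFN-γ for 6 h, 600 with both cytokines for 6 h, 374 with IL-1β for 18 h, 1249 with both cytokines for 18 h, 0 by nitric oxide (420 at an unadjusted p below 0.05) and 0 with NMMA alone (612 at an unadjusted p below 0.05). By DESeq2, 50.0% of the genes changed with NMMA alone in endocrine non-β-like cells were higher, against 33.3% by edgeR.

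With the cell filter of replicates 2 and 3 applied to all, the number of genes changed in β-like cells was 297 with IL-1β for 6 h and 0 with NMMA alone (506 at an unadjusted p below 0.05). The number in endocrine non-β-like cells was 2 by nitric oxide and 4 with NMMA alone. The ribosomal protein share of *NOS2*+ minus *NOS2*- β-like cells was -0.47 points (-0.81 otherwise). It also reversed the log2 difference between Donor 1 and the others in β-like cells, to -0.017 for *HSP90AB1* (0.31 otherwise). With each cell classed by its own markers, α-like cells made up 33.4% of the cells (43.2% otherwise). There, δ-like cells made up 6.46% of the cells (4.45% otherwise). With as many cells and UMIs in both classes of each library, the number of genes changed in β-like cells was 0 with NMMA alone (538 at an unadjusted p below 0.05). The number in endocrine non-β-like cells was 396 with IL-1β for 6 h, 127 with IFN-γ for 6 h, 889 with both cytokines for 6 h, 421 with IL-1β for 18 h, 1538 with both cytokines for 18 h, 1 by nitric oxide and 1 with NMMA alone. The number between the responses of β-like and endocrine non-β-like cells was 48 to both cytokines for 18 h and 1 to IFN-γ for 6 h. With α-like cells in place of all endocrine non-β-like cells, the number of genes changed in endocrine non-β-like cells was 12 by nitric oxide.

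Without the library as a block, the number of genes that differed between *NOS2*+ and *NOS2*- cells was 94 in β-like cells and 430 in endocrine non-β-like cells. The number between *RPL5 hi* and *RPL5 low* cells was 768 in β-like cells and 751 in endocrine non-β-like cells. The number between the responses of β-like and endocrine non-β-like cells was 0 to both cytokines for 18 h (672 at an unadjusted p below 0.05) and 0 to IFN-γ for 6 h (302 at an unadjusted p below 0.05). It also reversed the log2 fold change of *NOS2*+ over *NOS2*- β-like cells, to 0.023 for *SST* (-1.21 otherwise). Against *NOS2*- cells matched on total UMIs, the number of genes that differed between *NOS2*+ and *NOS2*- cells was 693 in endocrine non-β-like cells and 1910 in non-endocrine cells. Within ductal-like cells, the number of genes that differed between *NOS2*+ and *NOS2*- cells was 49 in non-endocrine cells. It also reversed the log2 fold change of *NOS2*+ over *NOS2*- non-endocrine cells, to -0.16 for *DEFB1* (1.94 otherwise) and 0.086 for *CD68* (-0.72 otherwise). With the cytokine-regulated and hormone genes left out of the total, the ribosomal protein share of *NOS2*+ minus *NOS2*- non-endocrine cells was -2.94 points (-2.36 otherwise).

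With a cutoff of 2 for *RPL5*, the number of genes that differed between *RPL5 hi* and *RPL5 low* cells was 731 in β-like cells. 90.2% of β-like cells were *RPL5 hi* (73.1% otherwise). 80.4% of endocrine non-β-like cells were *RPL5 hi* (46.4% otherwise). 81.1% of non-endocrine cells were *RPL5 hi* (59.1% otherwise). The log2 fold change of *RPL5 hi* over *RPL5 low* β-like cells changed direction there, to 0.72 for *GCG* (-0.18 otherwise), 0.20 for *CXCL1* (-1.18 otherwise), 0.013 for *IAPP* (-0.23 otherwise) and 2.18 for *PPY* (-0.50 otherwise). It also reversed the log2 fold change of *RPL5 hi* over *RPL5 low* endocrine non-β-like cells, to -0.77 for *HSPA6* (0.13 otherwise), 0.18 for *GCG* (-0.046 otherwise), -0.45 for *HSPA1A* (0.21 otherwise), -0.59 for *HSPA1B* (0.099 otherwise) and -0.32 for *HSPB1* (0.033 otherwise). The log2 fold change of *RPL5 hi* over *RPL5 low* non-endocrine cells changed direction there, to 1.00 for *GCG* (-0.089 otherwise) and 0.013 for *CXCL10* (-1.25 otherwise). With a cutoff of 3 for *RPL5*, the number of genes that differed between *RPL5 hi* and *RPL5 low* cells was 2434 in endocrine non-β-like cells. 35.2% of β-like cells were *RPL5 hi* (73.1% otherwise). 12.9% of endocrine non-β-like cells were *RPL5 hi* (46.4% otherwise). 26.8% of non-endocrine cells were *RPL5 hi* (59.1% otherwise). The log2 fold change of *RPL5 hi* over *RPL5 low* endocrine non-β-like cells changed direction there, to 0.031 for *IRF1* (-0.10 otherwise). With the median of *RPL5* within each library and cell type as the cutoff, the number of genes that differed between *RPL5 hi* and *RPL5 low* cells was 2874 in non-endocrine cells. It also reversed the log2 fold change of *RPL5 hi* over *RPL5 low* non-endocrine cells, to -0.14 for *CPA3* (4.61 otherwise), 0.057 for *HSPB1* (-0.35 otherwise), 0.19 for *DEFB1* (-0.72 otherwise), -0.32 for *TPSB2* (4.42 otherwise), -0.30 for *TPSAB1* (5.08 otherwise) and 0.095 for *KRT19* (-0.84 otherwise). With cells thinned to 2000 UMIs, the number of genes that differed between *RPL5 hi* and *RPL5 low* cells was 383 in β-like cells, 788 in endocrine non-β-like cells and 1632 in non-endocrine cells. 59.0% of β-like cells were *RPL5 hi* (73.1% otherwise). 1.78% of non-endocrine cells were *NOS2*+ (3.29% otherwise). 49.1% of non-endocrine cells were *RPL5 hi* (59.1% otherwise). Pearson's r of *RPL5* and *HSPA1A* in β-like cells was 0.016 (0.10 otherwise). Pearson's r of *RPL5* and *DDIT3* in β-like cells was 0.039 (0.116 otherwise). The log2 ratio of the cytokine gene share of β-like cells with high over low *HSPA1A* was -0.48 (-0.019 otherwise). The log2 ratio of the cytokine gene share of endocrine non-β-like cells with high over low *HSPA1A* was -0.47 (-0.17 otherwise). With cells lacking a UMI of either gene kept, Pearson's r of *RPL5* and *HSPA1A* in β-like cells was 0.024 (0.10 otherwise). With one correlation over the cells of all libraries, Pearson's r of *RPL5* and *SOD2* in β-like cells was -0.264 (-0.095 otherwise).

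Without replicates 1, 2 and 3 in turn, the number of genes changed in β-like cells was 123, 13 and 82 with IL-1β for 6 h, 221, 45 and 92 with IFN-γ for 6 h, 602, 261 and 336 with both cytokines for 6 h, 52, 0 and 35 with IL-1β for 18 h (870 at an unadjusted p below 0.05), 887, 328 and 586 with both cytokines for 18 h, 0 each time with NMMA alone (474, 642 and 478 at an unadjusted p below 0.05). In the same order, the number in endocrine non-β-like cells was 867, 40 and 281 with IL-1β for 6 h, 180, 49 and 55 with IFN-γ for 6 h, 1503, 226 and 548 with both cytokines for 6 h, 878, 10 and 156 with IL-1β for 18 h, 2488, 463 and 1128 with both cytokines for 18 h, 0 each time by nitric oxide (774, 382 and 460 at an unadjusted p below 0.05), 0 each time with NMMA alone (1047, 523 and 684 at an unadjusted p below 0.05). In the same order, the number between *NOS2*+ and *NOS2*- cells was 146, 420 and 307 in β-like cells, 956, 482 and 803 in endocrine non-β-like cells, 2555, 2611 and 1810 in non-endocrine cells. In the same order, the number between *RPL5 hi* and *RPL5 low* cells was 1979, 1775 and 1730 in β-like cells, 4549, 2602 and 4030 in endocrine non-β-like cells, 7182, 5873 and 4199 in non-endocrine cells. In the same order, the number between the responses of β-like and endocrine non-β-like cells was 62, 11 and 17 to both cytokines for 18 h, 0 each time to IFN-γ for 6 h (572, 562 and 481 at an unadjusted p below 0.05). In the counts for 18 h of IL-1β, leaving out replicate 2 or 3 left 1 library, which is assumed to vary like those of the other conditions.

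The ribosomal protein share of *NOS2*+ minus *NOS2*- β-like cells was -0.51 without replicate 1 (5 libraries), -0.82 without replicate 2 (6 libraries) and -1.11 without replicate 3 (5 libraries), and did not pass the test without replicate 1, 2 or 3. The ribosomal protein share of *NOS2*+ minus *NOS2*- endocrine non-β-like cells was -0.92 without replicate 1 (6 libraries), -1.34 without replicate 2 (5 libraries) and -1.5 without replicate 3 (5 libraries), and did not pass the test without replicate 2 or 3. The ribosomal protein share of *NOS2*+ minus *NOS2*- non-endocrine cells was -3.23 without replicate 1 (8 libraries), -2.0 without replicate 2 (8 libraries) and -1.84 without replicate 3 (8 libraries), and did not pass the test without replicate 2 or 3. Pearson's r of *RPL5* and *SOD2* in β-like cells was -0.068 without replicate 1 (16 libraries), -0.097 without replicate 2 (15 libraries) and -0.122 without replicate 3 (15 libraries), and did not pass the test without replicate 1 or 2. Without replicate 3, the log2 fold change of *NOS2*+ over *NOS2*- endocrine non-β-like cells changed direction, to -1.24 for *SST* (0.038 otherwise), and it was 0.59 without replicate 1 and 0.47 without replicate 2. Without replicate 2, the log2 fold change of *RPL5 hi* over *RPL5 low* endocrine non-β-like cells changed direction, to -0.69 for *HSPA6* (0.13 otherwise), and it was 0.53 without replicate 1 and 0.51 without replicate 3. With 5 libraries the exact permutation test cannot give a p below 0.062, so those settings say nothing about stability.

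Depth and the spread between libraries together limit what could be called, and the simulations did not separate them. For 18 h of both cytokines the simulated libraries shared no donor effect between conditions, unlike the real ones. With the donor as a block, the common coefficient of variation in β-like cells fell from 25.4% to 10.0%, so the spread between donors is part of that limit. On simulated counts for 18 h of both cytokines, genes changed by 1 on the log2 scale were called in 24.5% of cases in β-like and 36.0% in endocrine non-β-like cells, and genes changed by 0.5 in 2.0% and 2.0%. In the *NOS2*+ against *NOS2*- comparison, 69.4% of simulated changes of 1 were called in β-like cells, and 8.2% of changes of 0.5 in non-endocrine cells.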

Differences from the paper's values

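In this part only the comparison within ductal-like cells was chosen after the data were seen. The paper took single cells as replicates and tested them with the Wilcoxon test, Bonferroni correction and a minimum average log2 fold change of 0.25. Its clusters were not rebuilt here, and the counts here compare sums per library by edgeR with no minimum fold change. Its comparisons by *NOS2* used cells of all samples, so differences between treatments can enter them. Here they were made within libraries with at least 5 *NOS2*+ cells, which in both endocrine classes were all treated with IL-1β + IFN-γ. No alternative used all samples, so the part of this in the differences below was not tested.

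The paper gives 339 genes changed in β-like cells with both cytokines for 6 h, and the value here is 749. It came within 1.5 times the paper's value, at 420 with only the 2 conditions in the fit, 261 with replicate 2 left out and 336 with replicate 3 left out, and under none of the other 8 alternatives set before the data were examined. The paper gives 302 genes changed in β-like cells with IL-1β for 18 h, and the value here is 85. Under the 11 alternatives set before the data were examined it ran from 0 to 580, none within 1.5 times the paper's value. The paper gives 627 genes changed in β-like cells with both cytokines for 18 h, and the value here is 1144. The number was within 1.5 times the paper's value at 600 with only the 2 conditions in the fit, 887 with replicate 1 left out and 586 with replicate 3 left out, and under none of the other 8 alternatives set before the data were examined. The paper gives 24 genes changed in β-like cells by nitric oxide, and the value here is 0 by edgeR, with 276 at an unadjusted p below 0.05, and 0 by DESeq2. Under the 11 alternatives set before the data were examined it ran from 0 to 4, none within 1.5 times the paper's value. The paper gives 63 genes changed in β-like cells with NMMA alone in its supplementary tables, and the value here is 1. Under the 11 alternatives set before the data were examined it ran from 0 to 31, none within 1.5 times the paper's value. The paper gives 88 genes changed in endocrine non-β-like cells with IL-1β for 6 h, and the value here is 830. Under the 11 alternatives set before the data were examined it ran from 40 to 3023, none within 1.5 times the paper's value. The paper gives 57 genes changed in endocrine non-β-like cells with IFN-γ for 6 h, and the value here is 195. Within 1.5 times the paper's value it was 49 with replicate 2 left out and 55 with replicate 3 left out, and under none of the other 9 alternatives set before the data were examined. The paper gives 156 genes changed in endocrine non-β-like cells with both cytokines for 6 h, and the value here is 1400. It came within 1.5 times the paper's value, at 226 with replicate 2 left out, and under none of the other 10 alternatives set before the data were examined. The paper gives 158 genes changed in endocrine non-β-like cells with IL-1β for 18 h, and the value here is 807. The number was within 1.5 times the paper's value at 156 with replicate 3 left out, and under none of the other 10 alternatives set before the data were examined. The paper gives 279 genes changed in endocrine non-β-like cells with both cytokines for 18 h, and the value here is 2428. Under the 11 alternatives set before the data were examined it ran from 463 to 6216, none within 1.5 times the paper's value. The paper gives 5 genes changed in endocrine non-β-like cells with NMMA alone in its supplementary tables, and the value here is 9. Within 1.5 times the paper's value it was 4 with the cell filter of replicates 2 and 3 for all and 7 with doublets removed, and under none of the other 9 alternatives set before the data were examined.

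Between *NOS2*+ and *NOS2*- β-like cells, the paper gives 1307 genes and the value here is 451. Under the 10 alternatives set before the data were examined it ran from 94 to 814, none within 1.5 times the paper's value. The paper has 1219 genes higher in *NOS2*+ β-like cells, against 318 here. Under the 10 alternatives set before the data were examined it ran from 86 to 334, none within 1.5 times the paper's value. The paper has 88 genes lower in *NOS2*+ β-like cells, against 133 here. It came within 1.5 times the paper's value, at 104 with DESeq2, 115 with the size factors of DESeq2, 103 with replicate 2 left out, 106 with replicate 3 left out, 92 with *NOS2*- cells matched on total UMIs and 103 with at least 10 *NOS2*+ cells per library, and under none of the other 4 alternatives set before the data were examined. Of the genes lower in *NOS2*+ β-like cells, the paper gives 58% as ribosomal protein genes, against 3.76% here. Under the 10 alternatives set before the data were examined it ran from 0 to 10.6, none within 1.5 times the paper's value. Between *NOS2*+ and *NOS2*- endocrine non-β-like cells, the paper gives 1822 genes and the value here is 1046. The number was within 1.5 times the paper's value at 1328 with no filter on low counts, and under none of the other 9 alternatives set before the data were examined. The paper has 1620 genes higher in *NOS2*+ endocrine non-β-like cells, against 579 here. Under the 10 alternatives set before the data were examined it ran from 240 to 616, none within 1.5 times the paper's value. The paper has 202 genes lower in *NOS2*+ endocrine non-β-like cells, against 467 here. Within 1.5 times the paper's value it was 190 with the library left out as a block, 300 with DESeq2 and 217 with replicate 2 left out, and under none of the other 7 alternatives set before the data were examined. Between *RPL5 hi* and *RPL5 low* endocrine non-β-like cells, the paper gives 8786 genes and the value here is 4912. Under the 11 alternatives set before the data were examined it ran from 751 to 5003, none within 1.5 times the paper's value.

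The paper's R squared of *RPL5* and *SOD2* in β-like cells is 0.07931, against 0.00903 here, the square of the mean r within libraries. It came close to the paper's value, at 0.0696 with one correlation over the cells of all libraries, and under none of the other 5 alternatives set before the data were examined. The paper's R squared of *RPL5* and *HSPA1A* in β-like cells is 0.04593, against 0.010 here, the square of the mean r within libraries. It came close to the paper's value, at 0.0440 with one correlation over the cells of all libraries, and under none of the other 5 alternatives set before the data were examined.

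In some statements the genes called, the ranking or the origin of cells differs. In non-endocrine cells the paper describes *SOD2*, *ICAM1*, *IRF1*, *CXCL1*, *CXCL10*, *GBP2* and *GBP5* as higher in *NOS2*+ cells. *SOD2* (0.83), *ICAM1* (0.73), *CXCL1* (2.22) and *GBP2* (0.37) were higher here, so 4 of the 7 passed. *GBP2* no longer passed with any replicate left out or by DESeq2. Without the library as a block neither *GBP2* nor *ICAM1* passed. In ductal-like cells alone, an alternative chosen after the data were seen, 0 of the 7 passed by edgeR. These cells make up 68.4% of *NOS2*+ and 13.6% of *NOS2*- non-endocrine cells. *IRF1* had 0.23 (standard error 0.14, edgeR adjusted p = 0.23), *CXCL10* 0.39 (standard error 0.28, edgeR adjusted p = 0.32) and *GBP5* -0.14 (standard error 0.24, edgeR adjusted p = 0.71), and did not differ detectably. The paper names *RPL5* as the ribosomal protein gene that differs most between *NOS2*+ and *NOS2*- cells in both endocrine classes. By p it ranked 3 of 77 in β-like and 4 in endocrine non-β-like cells here, with *RPS2* ranking first in both. By the size of the fold change it ranked 2 in β-like cells, at -0.37 on the log2 scale against -0.37 for *RPS2*, and 4 in endocrine non-β-like cells, at -0.32 against -0.38. The paper describes every cluster as holding cells of each donor. Here, where each replicate was clustered on its own, clusters named PP-like were found in replicate 2 alone, with 1744 cells. With each cell classed by its own markers, an alternative set before the data were examined, PP-like cells were found in all 3 replicates, at 4.23 to 13.4% of the cells.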

Other observations

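The equal draws, the spread between libraries, α-like or ductal-like cells alone, the other splits of the libraries, the cutoff within cell types, the divisions by *HSPA1A* and by ribosomal protein share, the makeup of *NOS2*+ cells and the ribosomal protein genes of Donor 1 by cell type were chosen only after the results they bear on had been seen. The dilution tests, the comparisons of *RPL5* with genes of similar expression, the donor block, DESeq2 and the fits without a replicate were set before the data were examined. So were the settings with depth-matched *NOS2*- cells, one cell filter for all, *RPL5 hi* cells after thinning and TMM scaling, but their use as tests of an explanation was chosen after the results.

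More genes changed in endocrine non-β-like than in β-like cells with both cytokines for 18 h (2428 against 1144) and with IL-1β for 6 h (830 against 173), but not with IFN-γ for 6 h (195 against 192). More cells and UMIs stand behind the sums of endocrine non-β-like cells. With equal cells and UMIs drawn from both classes, endocrine non-β-like cells still had more genes in 10 of 10 draws with both cytokines for 18 h (1487 to 1692 against 978 to 1047) and in 10 of 10 with IL-1β for 6 h (395 to 550 against 134 to 164). With IFN-γ for 6 h the order turned, at most 140 against at least 171, so the like counts there may reflect depth. A smaller spread between endocrine non-β-like libraries is not seen at equal depth, where the coefficient of variation was 24.6 to 25.0% against 24.6 to 24.7% in β-like cells. α-like cells alone had 2153 genes changed with both cytokines for 18 h. The counts of the 2 classes were not tested against each other, and as a ratio they moved most with replicate 2 left out, to 463 against 328 at 18 h, 40 against 13 with IL-1β and 49 against 45 with IFN-γ. Without replicate 3 they were 1128 against 586, 281 against 82 and 55 against 92. With the donor as a block they were 6216 against 3076, 3023 against 740 and 672 against 639. A difference in biology between the cell types is open and untested.

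The libraries of each comparison were divided in other ways to see whether chance could give as many genes. For IL-1β, IFN-γ and both cytokines at 6 h and both cytokines at 18 h, only the real division of 3 libraries against 3 gave as many genes in both endocrine classes (1 of 10 splits), with 0 as the highest count of the others by edgeR, but 10 splits cannot exclude chance at 0.05. Of the other 9 splits, 3 placed 1 library of each donor on each side, as the real one does, and 6 did not. For the nitric oxide-dependent changes in endocrine non-β-like cells, 1 of 10 splits gave as many, with 5 against at most 1. For NMMA alone it was 2 in β-like cells, with 1 against at most 1, and 1 in endocrine non-β-like cells, with 9 against at most 0. For the nitric oxide-dependent changes in β-like cells and for the difference between classes in the response to IL-1β for 6 h, 0 genes were called by edgeR (276 and 727 at an unadjusted p below 0.05, and 0 and 10 by DESeq2). No split can give fewer than 0, so all 10 gave as many by construction and say nothing on chance. For *NOS2*+ against *NOS2*- cells, sides exchanged at random within libraries gave at most 150 genes in β-like cells (real count 451), 649 in endocrine non-β-like cells (1046) and 1264 in non-endocrine cells (2981), with 1 of 100 splits as large in each. For *RPL5 hi* against *RPL5 low* cells the highest other counts were 5, 2 and 0 (2608, 4912 and 6636), with 1 of 30. In both, chance can be excluded with each library taken as a sample of its own. The libraries come from 3 donors, and exchanging whole donors would make too few splits to exclude chance.

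NMMA alone for 18 h changed 1 gene in β-like cells, *CHD2*, a log2 fold change of 0.96 (standard error 0.15, edgeR adjusted p = 0.039), and 9 in endocrine non-β-like cells. The largest of these in 3 of 3 replicates were *USP40* (-0.88), *ABHD11* (-0.90), *PPP3CB-AS1* (-1.5), *TXNDC11* (0.87) and *PRR34-AS1* (1.22) on the log2 scale. With the donor as a block there were 31 and 703 genes, and DESeq2 called 2 and 48. Without replicates 1, 2 and 3 in turn, 0, 0 and 0 genes were called by edgeR in β-like cells (474, 642 and 478 at an unadjusted p below 0.05), and 0, 0 and 0 in endocrine non-β-like cells (1047, 523 and 684). Of the genes called in endocrine non-β-like cells, 33.3% were higher, against 56.9% with the block and 50.0% by DESeq2.

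Ductal-like cells held *NOS2* UMIs without the pair of cytokines as well, in 6.46% of 573 cells with IL-1β or IFN-γ alone (95% confidence interval 4.59 to 8.79%), against 0.0288% of 6950 α-like cells of these libraries. At 6 h of both cytokines the share was 23.5% of 281 ductal-like and 9.12% of 307 acinar-like cells.

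The ribosomal protein share was lower in *NOS2*+ than in *NOS2*- cells, with a difference of -0.81 points in β-like, -1.23 in endocrine non-β-like and -2.36 in non-endocrine cells. *NOS2*+ cells are deeper, but against *NOS2*- cells of the same depth the differences were -1.12, -1.27 and -2.26 points, which argues against depth. Dilution by induced and hormone genes is also argued against in β-like cells, where the difference was -2.10 points with those genes left out of the total. In non-endocrine cells ductal-like cells are more frequent among *NOS2*+ cells, but within ductal-like cells alone the difference was -1.40 points. For endocrine non-β-like cells, where PP-like cells are more frequent among *NOS2*+ cells, no test within 1 type was made, so the mix of types stays open. The narrower cell filter of replicate 1 cannot be told apart from a true difference in β-like cells, since with one filter for all the difference was -0.47 points and did not pass the test (exact permutation test, p = 0.10). Without replicate 2, which leaves 6 libraries, the difference in β-like cells was -0.82 points and did not pass (exact permutation test, p = 0.12). In non-endocrine cells it was -2.0 and -1.84 points without replicates 2 and 3 and did not pass with 8 libraries either (exact permutation tests, p = 0.15 and 0.12). The values without replicates 1 and 3 in β-like cells (-0.51 and -1.11) and without replicates 2 and 3 in endocrine non-β-like cells (-1.34 and -1.5) rest on 5 libraries, where the test cannot pass 0.05, so they say nothing on whether the difference holds.

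The cytokine gene share was lower in *RPL5 hi* than in *RPL5 low* β-like cells, with a mean log2 ratio of -0.93. Dilution by ribosomal protein UMIs is argued against by a ratio of -0.88 with those genes left out of the total, and depth by a ratio of -0.52 with every cell thinned to 2000 UMIs. Cells divided by their ribosomal protein share gave -0.53, and -0.51 with *RPL5* left out of that share, below 0 in 17 of 17 libraries (permutation p = 2e-05), both with ribosomal protein genes left out of the total. The other ribosomal protein genes were higher in *RPL5 hi* cells, so this division also sorts cells by *RPL5*. It therefore cannot decide whether *RPL5* alone carries the relation. Depth was not tested for this division, and the ribosomal protein genes taken singly do not all show the relation, as given below for *SOD2*. In non-endocrine cells, where the ratio was -0.54, it was -0.27 with the cutoff set within each library and cell type, so a mix of cell types is not the whole cause. A relation of ribosomal protein expression to the cytokine response, as the paper proposes, remains among the open explanations. So does a difference between these cells that is present without cytokine, as libraries without a cytokine did not enter these ratios. The direction of any effect cannot be read from these data.

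*RPL5* was compared with 200 genes of similar expression. For *SOD2*, 1.5% of them had a lower mean r than *RPL5*, so the negative r is not a property of abundant genes as such. For *HSPA1A*, 88% had a lower mean r and 24 of 200 a higher one than *RPL5*, and their median r was -0.024. Most of these genes thus had no positive r of this size, but *RPL5* lies within their middle 95%, so this test does not set it apart. Of the 77 ribosomal protein genes, 18 had a mean r with *SOD2* below 0 and 2 one with *HSPA1A* below 0. The r of *RPL5* with *SOD2* was above 0 in the 3 untreated libraries but in only 1 of 3 with NMMA alone, and that with *HSPA1A* was highest in the 6 libraries with both cytokines for 18 h, with or without NMMA, which the means over all libraries do not show. Treatments were not tested against each other. Cells with high and low *HSPA1A* did not differ detectably in the cytokine gene share (log2 ratio -0.019, permutation p = 0.87), which leaves the paper's relation of stress to a lower response open there. With cells at one depth the ratio was -0.48 (permutation p = 0.0014), so differences in depth may have hidden a relation.

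Cell types were unevenly spread over the *NOS2*+ and *NOS2*- cells. Ductal-like cells made up 68.4% of *NOS2*+ and 13.6% of *NOS2*- non-endocrine cells, so many of the 2981 genes that differed may mark the type. Within ductal-like cells alone 49 genes differed, 38 of them among the 2981, on fewer cells. PP-like cells made up 36.6% of *NOS2*+ and 7.55% of *NOS2*- endocrine non-β-like cells, which may account for the higher *PPY* in the former, by 2.38 (standard error 0.20, edgeR adjusted p = 8.7e-13) on the log2 scale.

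In Donor 1, *RPL5* and other ribosomal protein genes were higher, and donor, library kit and cell filter go together for this donor. The narrower filter is argued against for *RPL5* and *HSPB1* in β-like cells, which were 0.72 and 1.20 higher on the log2 scale with one filter for all, but *HSP90AB1* then differed by -0.017, so the filter may account for it. The median log2 difference of the 77 ribosomal protein genes was 0.36 in β-like, 0.53 in α-like, 0.33 in ductal-like and 0.64 in acinar-like cells, and 0.60 in acinar-like cells with one filter for all. Over all non-endocrine cells together it was 0.16, and *RPL5* differed by 0.048 (SD over treatments 0.073), less than its spread. Kit and donor go together in every library, so they cannot be told apart. TMM scaling moves all genes of a library alike. With it *SOD2* in β-like cells differed by -0.0031, and since any gene with a difference of this size would move to near 0, an effect of the genes that take most UMIs and a lower response cannot be told apart for *SOD2*. *GBP2* was still -1.48, which argues against those genes as the whole cause there. With 1 preparation per donor, no test was made.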
